# TGFβ1-Induced *Baf60c* Regulates both Smooth Muscle Cell Commitment and Quiescence

**DOI:** 10.1371/journal.pone.0047629

**Published:** 2012-10-26

**Authors:** Abhishek Sohni, Francesca Mulas, Fulvia Ferrazzi, Aernout Luttun, Riccardo Bellazzi, Danny Huylebroeck, Stephen C. Ekker, Catherine M. Verfaillie

## Abstract

Smooth muscle cells (SMCs) play critical roles in a number of diseases; however, the molecular mechanism underlying their development is unclear. Although the role of TGFβ1 signaling in SMC development is well established, the downstream molecular signals are not fully understood. We used several rat multipotent adult progenitor cell ((r)MAPC) lines that express levels of *Oct4* mRNA similar to hypoblast stem cells (HypoSC), and can differentiate robustly to mesodermal and endodermal cell types. TGFβ1 alone, or with PDGF-BB, induces differentiation of rMAPCs to SMCs, which expressed structural SMC proteins, including α-smooth muscle actin (αSMA), and contribute to the SMC coat of blood vessels in vivo. A genome-wide time-course transcriptome analysis revealed that transcripts of *Baf60c*, part of the SWI/SNF actin binding chromatin remodeling complex D-3 (SMARCD3/BAF60c), were significantly induced during MAPC-SMC differentiation. We demonstrated that BAF60c is a necessary co-regulator of TGFβ1 mediated induction of SMC genes. Knock-down of *Baf60c* decreased SMC gene expression in rMAPCs whereas ectopic expression of *Baf60c* was sufficient to commit rMAPCs to SMCs in the absence of exogenous cytokines. TGFβ1 activates *Baf60c* via the direct binding of SMAD2/3 complexes to the *Baf60c* promoter region. Chromatin- and co-immunoprecipitation studies demonstrated that regulation of SMC genes by BAF60c is mediated via interaction with SRF binding CArG box-containing promoter elements in SMC genes. We noted that compared with TGFβ1, Baf60c overexpression in rMAPC yielded SMC with a more immature phenotype. Similarly, *Baf60c* induced an immature phenotype in rat aortic SMCs marked by increased cell proliferation and decreased contractile marker expression. Thus, Baf60c is important for TGFβ-mediated commitment of primitive stem cells (rMAPCs) to SMCs and is associated with induction of a proliferative state of quiescent SMCs. The MAPC-SMC differentiation system may be useful for identification of additional critical (co-)regulators of SMC development.

## Introduction

Smooth muscle cells (SMCs) are a unique class of muscle cells that have diverse developmental origins. Unlike cardiac or skeletal muscle, SMCs can develop from splanchnic mesoderm [1], neural crest cells [1], [2] local mesenchyme [1], [3] and perhaps endothelial cells [4]. However, little is known regarding the molecular mechanisms underlying SMC specification and differentiation during development. Dysfunction of SMCs forms the basis for a number of diseases, including the formation of aneurysms, and atherosclerosis or asthma onset [3], [5], [6]. The molecular mechanisms forming the basis for the decrease or increase in SMC formation underlying these disorders are also not well understood.

Developmentally, SMC induction has been attributed to Transforming Growth Factor type beta (TGFβ) signaling. Disruption of TGFβ1 signaling in mice due to inactivating mutations either in *TGFβ1* [7], *Alk1* [8], [9], *Endoglin* [10] or *Smad5* [11] causes embryonic lethality attributed to vascular defects in the developing embryo and extra-embryonal tissue. This embryonic lethality has precluded the use of ubiquitous knock-out approaches in the analysis of the molecular mechanism involved in TGFβ1 as well as of other growth factor or signaling pathways involved in SMC development (reviewed by Owens *et al.*) [3]. In addition to conditional knock-out mice, investigators have used *in vitro* cell models to investigate the mechanisms underlying SMC specification and differentiation [12], [13]. Similar to TGFβ1, platelet derived growth factor-beta (PDGF-BB) has also been shown to be important for SMC proliferation [14] and migration during early embryogenesis [15].

We used MAPCs from rat and induced differentiation to SMCs as described by Ross *et al.* [16]. Compared with the study by Ross et al, the rMAPCs used in the current study expressed high levels of *Oct4* transcripts, at levels near those of Embryonic Stem Cell (ESC) [17], [18] whereas the rMAPC used by Ross *et al.* expressed no *Oct4*. Ulloa *et al.* demonstrated that the cells isolated under MAPC culture conditions that express low levels/no *Oct4* are more similar to mesenchymal stem cells whereas rMAPCs with *Oct4* expression levels near those of ESCs have a more primitive phenotype [17]. More recently, we have demonstrated that rMAPCs are highly similar to hypoblast stem cells (HypoSCs) derived from rat blastocysts. Moreoever, rMAPCs and rHypoSCs have considerable *in vitro* plasticity, as they generate definitive endoderm via an apparent primitive streak intermediary [19]. Differentiation of mesoderm committed stem cells such as MSC or rMAPC clones lacking *Oct4* expression, would not reveal early commitment genes. As we wished to discern signal pathways required to commit primitive stem cells to SMCs, we here adapted the protocol used by Ross *et al.* to rMAPCs expressing high levels of *Oct4*. We confirm that rMAPCs can be committed to SMCs that can functionally contribute to the smooth muscle cell coat of vessels *in vivo*. Transcriptome analysis of the differentiation process demonstrated that the transcript encoding *Baf60c* (also named *Smarcd3*) of the SWI/SNF actin binding chromatin remodeling complex D-3 is upregulated during SMC differentiation. We found that BAF60c is necessary and may be sufficient to specify rMAPCs to SMCs and interacts with SRF to co-regulate SMC genes via CArG box elements. Furthermore, the expression of *Baf60c* is regulated via the SMAD2/3 dependent TGFβ1 pathway. Finally, we demonstrate that *Baf60c* is important in inducing a proliferative state in mature SMCs.

## Materials and Methods

### Cell culture and differentiation

Cell lines used include the previously described lines rMAPC-1 and Cl19 [17], and newly isolated rMAPC lines 3c3 and KS1 [18]. Undifferentiated rMAPCs were cultured as previously described [17], [18]. To induce SMC differentiation, cells were plated at 1500 cells per sq. cm. in MAPC basal medium [17], [18] supplemented with TGFβ1 (2.5 ng/ml) (R&D systems) and PDGF-BB (5 ng/ml) (R&D systems) in the absence of FBS (unless otherwise specified) at 37°C, 5% CO_2_ and 5% O_2_. Complete medium changes were done every two days for 6 days. From day 6 onwards, cells were cultured in basal rMAPC medium with 10% FCS (HyClone laboratories, UT, USA) (expansion media). *Baf60c*-transduced rMAPC were differentiated in basal rMAPC medium without growth factors or FCS, after seeding at 2000–3000 cells per sq. cm for 9 days. Primary rat aortic smooth muscle cells (RAOSMCs) were cultured in DMEM F12 medium (both from Lonza, Basel, Switzerland) containing 20% heat inactivated FBS (Hyclone) at 37°C in 5% CO_2_ and 20% O_2_.

### RNA isolation, cDNA synthesis and RT-q-PCR

Cells were harvested using RLT lysis buffer (Qiagen, CA, USA) supplemented with β-mercaptoethanol (Sigma-Aldrich). The lysed cells were stored at −80°C until the RNA extraction. RNA isolation was performed using the microRNA isolation kit (Qiagen) following manufacturer's instructions with on-column DNase treatment. The RNA was quantified and 1 µg was used for cDNA synthesis using the Superscript III reverse transcriptase kit (Invitrogen, CA, USA). Realtime PCR was performed using the SYBR®green method (Invitrogen) on an Eppendorff realtime apparatus (Eppendorff, NY, USA). Gene expression was quantified using GAPDH as internal control using the ΔCt method. In some cases, we describe gene expression as fold change compared with day 0. The gene specific primers used are listed in Supporting Information S1.

### Immunostaining of in vitro differentiated rMAPCs

Cells and tissues were fixed in 10% NBF (neutral buffered formalin) (Sigma-Aldrich, MO, USA) and standard staining protocols were followed. RAOSMCs were used as positive control. The list and concentrations of antibodies used is provided in Supporting Information S2.

### Matrigel plug assay

A detailed protocol has been previously reported [20], [21] and is described in supplemental information (Supplemental Information S3). Briefly, rMAPCs were transduced with an eGFP-encoding retroviral vector. 1×10^6^ undifferentiated rMAPCs or rMAPC-derived SMCs were mixed in cytokine-reduced Matrigel (BD Biosciences, CA, USA) and injected under the skin of 8-week old athymic nude Foxn1 mice (Jackson Laboratory, ME, USA). 3 weeks later, plugs were harvested and processed for double staining with antibodies against αSMA and GFP. The total number of vessels (marked by αSMA staining) and vessels surrounded by GFP-αSMA double positive cells were counted. In addition, the total area of the section and area of DAPI staining were computed using Axiovision ver 4.8 software (Zeiss). Animal studies were approved by the Ethics Committee at KU Leuven.

### Microarray analysis

A detailed protocol of hybridization and analysis of data is described in supporting information (Supporting Information S3). Briefly, clones 3c3 and Cl19 were assessed at day 0, day 2, day 4 and day 6 of differentiation in triplicate along with rat primary smooth muscle cell RNA (Cell Applications, San Diego, CA, USA) as positive control in duplicate. RNA was isolated as described above. Sample processing and data normalization were performed by the VIB MicroArray Facility, KULeuven (www.microarrays.be). Differentially expressed probes were identified with a gene selection method [22] that relies on the calculation of the area of the region bounded by each gene expression time series and a control profile. For each probe, the control profile was taken as a constant profile with values equal to the expression at the first time point (d0). Differentially regulated probes were obtained with a significance level of 0.01.

### *Baf60c* knockdown

#### shRNA containing lentiviral vector

To generate an inducible silencing lentiviral vector, four *Baf60c* targeting shRNAs were generated and tested. The shRNAs were cloned into the pTRIPZ vector (Openbiosystem, AL, USA). In addition, a non-silencing pTRIPZ vector was purchased (Openbiosystem) [23]. Lentiviral vector was produced using the Lenti-X lentiviral expression system, according to the manufacturer's protocol (Clontech Laboratories, CA, USA). Transduction of rMAPCs was performed using an MOI of >10, using standard procedures. The transduced cells were selected for puromycine resistance (0.5 µg/ml) (Sigma-Aldrich, MO, USA). Among several *Baf60c*-targeting vectors tested, only one shRNA (Supporting Information S1) was able to provide significant knockdown of *Baf60c* expression upon doxycycline (Sigma-Aldrich) induction.

#### siRNAs

We purchased ON-target siRNA pool (Dharmacon, CO, USA), that specifically targets *Baf60c*. rMAPCs treated with TGFβ1 or RAOSMCs were transiently transfected with the *Baf60c* targeting pool or a non-targeting control siRNA pool using either Lipofectamine (Invitrogen, CA, USA) or PowerFect transfection reagent (SignaGen laboratories, MD, USA). Cells were harvested 24–48 h post transfection.

### Western blot

For Western blotting, cells were lysed in RIPA buffer (Sigma-Aldrich) with protease inhibitors (Roche Applied Sciences, Switzerland). Protein concentrations were quantified using the BCA kit (Thermo Scientific, IL, USA). Equal quantity of protein was run on 10% or 4–20% Tris-Glycine gels (Bio-Rad Laboratories, CA, USA) using 1×TGS buffer (Bio-Rad Laboratories). The proteins were blotted onto nitrocellulose membranes using a Bio-Rad gel transfer apparatus (Bio-Rad Laboratories) in tris-glycine buffer (Bio-Rad Laboratories). Membranes were blocked in 5% milk for 30–40 min and incubated with primary antibody for 1 hr to overnight, at 4°C. Secondary staining was done with an HRP-conjugated secondary antibody and protein bands were visualized using SuperSignal West Pico chemiluminescent substrate (Thermo Scientific, IL, USA). Quantification of the band intensities was performed using ImageJ software following NIH guidelines. Antibodies used are listed in Supporting Information S2.

### *Baf60c* expression vector

The pENTR-D Topo vector (Invitrogen) was used to generate entry vectors by directional cloning of GFP-T2A with *AgeI* and *ClaI* restriction sites following the T2A sequence. Rat *Baf60c* cDNA (purchased from Openbiosystem, AL, USA) was sub-cloned into the entry vector, without the stop codon and flanked by *AgeI* and *ClaI* restriction sites to generate the GFP-T2A-*Baf60c* fragment. The entry vectors (with GFP-T2A and with *Baf60c*) were then recombined into the destination vector pLENTI4-TO-V5–DEST (destination vector and expression kit from Invitrogen, CA, USA) using the gateway cloning protocol. The vector generates GFP-T2A-*Baf60c* (Fig. S1) or GFP-T2A mRNA, which upon translation generates separate proteins for GFP and BAF60c tagged by a V5 epitope. Tet-mediated regulation was obtained by co-transducing a vector expressing Tet-R (pLenti6-TR, Invitrogen). Lentiviral vector production was done using the ViraPower T-REx Lentiviral expression system (Invitrogen). Transduction of rMAPCs was performed using an MOI of 5 for Tet-R encoding lentiviral vector as per manufacturer's recommendations. The Tet-R transduced cells were selected using blasticidin at 2 µg/ml (Invitrogen). Subsequently, the rMAPCs were transduced with the Tet inducible *Baf60c* containing vector, at an MOI of >10, followed by selection with 100 µg/ml Zeocin (Invitrogen).

### Cell cycle analysis

RAOSMCs were transiently transfected with an anti-*Baf60c* pool or non-targeting pool of siRNAs, or overexpression vector(s) (GFP-T2A or GFP-T2A-*Baf60c*) were trypsinized and washed with PBS to remove any traces of media/cell debris. Cells were fixed in 70% ethanol in PBS at −20°C over night. The following day the cells were washed with PBS to remove traces of ethanol and treated with Hoechst (Invitrogen, CA, USA) for 15–30 min at 37°C. The cells were analyzed using the BD-FACS ARIA III (BD biosciences).

### TGFβ signaling inhibition

Cells were cultured in basal rMAPC media. Cells were seeded at 1500–3000 cells per sq. cm. and treated with either TGFβ1 (2.5 ng/ml) alone or combined with either the TGFβR inhibitor (SB431542) (Tocris Bioscience, MO, USA) (10 µg/ml) or SIS3 (8 µg/ml) (Sigma-Aldrich). Cells were harvested after 2 days in RLT lysis buffer for RNA extraction or in RIPA buffer for protein extraction.

### Luciferase assay

The promoter of *Baf60c* (2.3 kb upstream of the 5′ UTR) was cloned from genomic DNA of rMAPCs into the pGL3 vector with XhoI and Bcul restriction sites to drive firefly Luciferase expression and generate wild type (WT) vector. Whole plasmid PCR amplification of the WT plasmid was performed using the 5′ phosphorylated “mutant” primers [5′-(P)-CAcgttCAagctggCACACATGCACGAAC-3′ (clockwise/forward) and 5′–(P)- TTTccgTcctTaTGTGTGCATGTGTGTGT (anti-clockwise/reverse) (IDT-DNA Technology, IA, USA)] to generate deletion of the CAGA (Smad binding element - SBE) present between -2096 bp and -2150 bp of *Baf60c* promoter containing plasmid. The PCR amplification was performed using Phusion Hot Start High Fidelity Polymerase (NEB, MA, USA), with annealing performed at 48°C with 25 cycles and a cycle extension of 8 min. The PCR product was then gel purified and ligated overnight using T4 DNA ligase (Fermentas, Germany) to generate circular DNA. The ligated product was transformed into NEB-5α competent bacteria (NEB, MA, USA). rMAPCs were co-transected with 1 µg of WT or mutant promoter-reporter plasmid and 100 ng of Renilla luciferase plasmid (Promega, WI, USA) using FuGENE (Roche Applied Sciences) transfection reagent. As a positive control, the TGFβ-responsive CAGA element basal promoter driving luciferase [24] was used. Transfected rMAPCs were either untreated or treated with 10 µg/ml TGFβ1 for 48 h and luciferase activity was assessed using the dual-luciferase reporter assay system (Promega, WI, USA). The relative expression of firefly luciferase to renilla luciferase was compared between mutant and wild-type *Baf60c* promoter elements.

### Chromatin immunoprecipitation

BAF60c-V5 expressing clones of rMAPCs were treated with TGFβ1 for two days. Cells were trypsinized and washed with PBS. The TF ChIP kit (Diagenode, Belgium) was used to perform IP of the sheared chromatin. Cells were lysed following manufacturer's recommendations and were sonicated, using the Branson digital sonifier 250 (Branson Ultrasonics Corporation, CT, USA) with 9 cycles of 30% amplitude for 10 seconds. IP of chromatin bound by BAF60c was performed using agarose conjugated anti-V5 rabbit polyclonal antibody (Abcam, UK), or isotype control rabbit IgG (BD Biosciences) in equivalent concentrations. The IP and washes were performed following manufacturer's protocol (Diagenode). The immunoprecipitated DNA was subjected to qPCR using primers listed in Supporting Information S1.

### Co-immunoprecipitation

Buffers were prepared as previously described [25], [26]. RAOSMC cells were trypsin-harvested and washed with PBS. Pellets of cells were lysed in lysis buffer and incubated on ice for 30 min. Protein A beads (GE healthcare lifesciences, Belgium) were used for coupling of the antibody. The protein lysate was co-incubated with beads and antibody overnight at 4°C. The beads were washed three times and the complex eluted directly in sample loading buffer with dithiothreitol (DTT). The eluted samples were used for western blotting.

### Statistics

Comparisons were performed using Student's t-test or one-way ANOVA (Kruskal-Wallis test); p-values lower than 0.05 were considered significant.

## Results

### rMAPCs can be committed to SMCs that contribute to coating of vessels in an in vivo Matrigel plug assay

TGFβ1 plays an important role in SMC development [7], [9], [10]. Moreover, TGFβ1 is important to induce SMC differentiation in mesoderm committed ESCs as well as adult stem cells, such as mesenchymal stem cells (MSCs) and MAPCs [12], [16], [21]. Previously, we demonstrated that rat MAPCs [16], [17] could be committed to SMC by addition of TGFβ1. The rMAPCs, used in that study did not express *Oct4* and were later shown to be similar to mesenchymal stem cells (rClone1 in Ulloa *et al.*) [17]. As we wanted to define signaling pathways responsible for TGFβ1-mediated SMC differentiation from even more primitive cells, we here used four individually isolated rMAPC lines that express high levels of *Oct4* and also generate in a robust manner endodermal progeny aside from mesodermal progeny, to generate functional SMC-like cells [17], [18]. Similar to the studies from Ross *et al.* with MAPC not expressing *Oct4* [16], rat MAPC expressing high levels of *Oct4* can also be committed to cells with transcript and protein marker expression found in SMCs (Fig. 1A,B, S2, S3, S4). The differentiated cells expressed αSMA in a similar pattern as RAOSMCs and myosin heavy chain (SM-MHC) protein was present in 60% of cells on d6, in a pattern comparable to the expression in RAOSMC (Fig. 1B).

**Figure 1:**
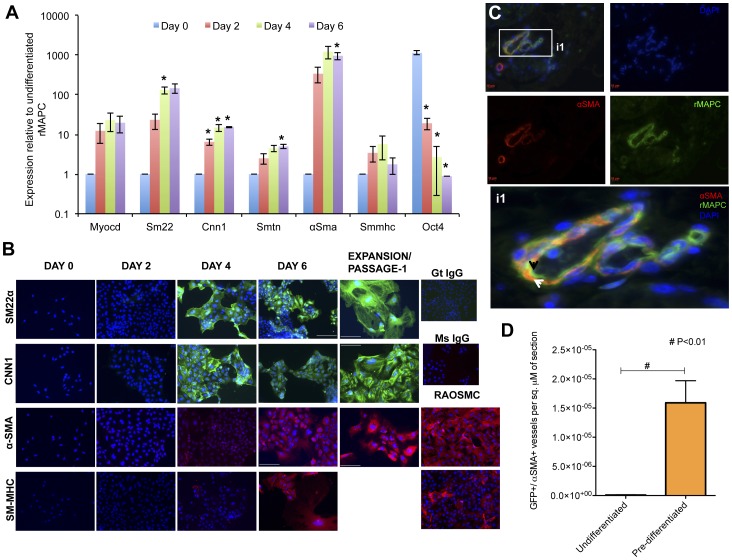
Differentiation of rMAPCs to smooth muscle cells. rMAPCs were cultured for 6 days with TGFβ1 and PDGF-BB in serum free medium. On day 6, cells were harvested and re-plated in serum containing medium (Fig. S6), without exogenous growth factors. **A**. Expression of smooth muscle genes in differentiation Cl19 rMAPC represented as expression relative to GAPDH (Mean±s.e.m of n = 3–5, p<0.05; data for other lines can be found in Fig. S5). **B**. Cells were fixed and stained on days 0, 2, 6 and after passage/expansion in serum containing media with antibodies against SM22α, CNN1, α-SMA and SM-MHC. Nuclei were identified using Hoechst or Dapi. Images at 40× magnification, scale bar 50 µM; representative example one of 3 clones. **C**. Undifferentiated MAPCs and MAPC-derived SMCs were implanted in Matrigel plugs supplemented with VEGF and FGF2 under the skin of nude mice, and the plugs were harvested after 21 days. A representative image of a vessel formed by smooth muscle (αSMA) derived from rMAPCs indicated by αSMA colocalized to the GFP cell (white arrow) in the inset i1. The endothelium contribution of the vessel may have been from (GFP) rMAPCs injected (black arrow). Scale bar 10 µM. **D**. Quantification of the number of vessels wherein GFP and αSMA colocalised, per sq µm of the section (Mean±s.e.m of n = 4; Student's t-test p<0.01).

A Matrigel plug assay was performed to assess the ability of rMAPC-derived SMCs to contribute to vessel formation in vivo. Retrovirally transduced GFP-labeled rMAPCs and MAPC-derived SMCs were pre-mixed in Matrigel containing VEGF_165_ and FGF2 and injected under the dorsal skin of nude mice. After 3 weeks the plugs were harvested and analyzed macro- and microscopically (Figs. 1C and S5A, B). In Matrigel plugs loaded with undifferentiated rMAPCs we observed localization of GFP staining to endothelium (as previously reported [20], [21]) and/or contribution of GFP positive (+) cells to the SMC layer that surrounds the vessels (Fig. 1C). When rMAPC-derived SMCs were incorporated in the Matrigel plugs, vessels were surrounded by cells positive for both eGFP+/αSMA+ cells, consistent with the notion that the rMAPCs contribute actively to the generation of the SMC coat surrounding vessels (Fig. 1C). We calculated the ratio of double-positive GFP+/αSMA+ cells over the total number of vessels stained (αSMA+) in both conditions and found a 10.5-fold higher contribution of SMC-coating surrounding vessels by pre-differentiated rMAPC-derived SMCs (33.02±0.08) compared with undifferentiated rMAPCs (3.13±0.12) (Fig. S5B). Similarly, we found that this difference was significant (p<0.05) when normalized to the total tissue area (co-localized vessels/total surface of section) (Fig. 1D).

### Genome-wide transcriptome analysis of time-course of differentiation

We next evaluated changes in the global gene expression pattern during TGFβ1-mediated differentiation of rMAPCs by microarray experiments on two independent rMAPC lines, 3c3 and Cl19 (GEO number – GSE32990 and can be accessed at link provided in Supporting Information S3), in triplicate on d2, d4 and d6 of differentiation and compared the expression pattern with the expression pattern on d0. 

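rMAPCs are rat multipotent adult progenitor cells, and 3c3 and Cl19 are independently isolated lines of them. Cells of each line were harvested on d0, d2, d4 and d6 of differentiation, with 3 arrays per line and day. Along with 2 arrays of primary SMC RNA, 26 arrays were analysed. The methods name Cell Applications as the source of the primary SMC RNA and the legend of Fig. 2 names cultured RAOSMCs, whereas the sample labels name aortic RNA of another supplier. Each sample was labeled with Cy3 and hybridized alone on an Agilent rat array with 45018 features, of which 43379 measured gene expression through 41012 different probes. The authors deposited the scanner's intensity of every feature after the scanner software's own background subtraction, and a table with the log2 of these intensities, neither of them normalized between arrays. Following Supporting Information S3, the log2 intensities of the gene features were quantile-normalized over all arrays, and features of the same probe were averaged afterwards. Outlier features were left out, except in the tests of gene lists. Features well above background made up 52.7% to 61.4% of the gene features on the Cl19 arrays, with a median of 57.2%. The range was 43.2% to 57.1% on the 3c3 arrays, with a median of 54.3%, and 43.6% to 44.5% on the primary SMC arrays. No feature was saturated. The slide with the 4 arrays of 3c3 replicate 3 had a higher background, with a signal of 28.3 to 44.5 on its negative controls against 10.9 to 14.0 on the other arrays. The number of arrays limited the precision, and the median SD of a probe between the 3 arrays of a line and day lay between 0.18 and 0.32 log2 units. Each slide held the 4 days of 1 replicate of 1 line, and by their labels the lines and the primary SMC RNA were scanned on 3 separate days, so that for levels a difference between the lines and a difference between scan days cannot be told apart. The comparison of days lies within slides. The array labelled Cl19 day 2 replicate 1 lay nearest to the 3c3 arrays of d2, with a root mean square difference of 0.382 to 0.537 log2 units from them against 0.876 and 0.917 from the other Cl19 arrays of d2. It was kept under its label, and Cl19 levels on d2 are given with and without it. Changes were tested with limma on the 24441 probes that were well above background on every array of at least 1 of the 9 groups.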

Multiple probes for a particular gene from the normalized data were averaged. 

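Expression changed over time for 13275 of the tested probes in Cl19 (54.3%) and for 12224 in 3c3 (50.0%), by limma's F-test over d2, d4 and d6 against d0 with a Benjamini-Hochberg adjusted p below 0.05. These included 9456 probes in both lines, and 8487 of them (89.8%) had the same sign on d6 in Cl19 and 3c3. Across probes, which are not independent of each other, the d6 changes of the lines had a correlation of 0.70. On d6 against d0, 5371 probes were higher and 7394 lower in Cl19, and 4802 were higher and 6989 lower in 3c3. The median d6 change over the tested probes was -0.20 log2 units in Cl19 and -0.21 in 3c3. With the authors' deposited log2 table, which has no normalization between arrays, the median was 0.10 and 0.09, and the split turned to 6771 higher and 5396 lower in Cl19 and to 6166 higher and 4758 lower in 3c3. The alternative that moved the count over time most was leaving out the slide with the higher background, chosen after seeing the data, which gave 8183 probes in 3c3, of which 7953 were among those above. The methods' t-test at the level named in the methods put 13365 probes past it in Cl19 on d6 and 11177 in 3c3, and 11279 and 8034 after Benjamini-Hochberg adjustment. The area between each probe's time course and its d0 level was also compared with areas of noisy profiles drawn from replicate differences. This area method selected 1407 probes in both lines, and 1341 of them were also past limma's threshold in both. Dividing the replicate differences by the square root of 3, as for means of 3 arrays, moved this count most, to 4150. All 550 probes of Table S1 were past limma's threshold in both lines, over all tested probes as well as adjusted over the list alone. The list was chosen on these same arrays, so that neither count is independent evidence.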

Relying on the selection algorithm, previously described [22], we identified 550 probes that were differentially expressed during the differentiation in both cell lines. Of these probes, 415 have an available annotation and map to 369 different genes (Table S1). Among these 550 probes, 336 probes were also expressed in primary RAOSMCs (Table S1). 

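Through the accessions, gene numbers and names that the scanner files give for each probe, 395 of the listed probes received a gene symbol, and these stood for 353 different symbols. The paper's numbers rest on the annotation in Table S1. Over the whole array, 21773 of the 41012 gene probes received a symbol.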

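A probe was counted as expressed here when it was well above background on both primary SMC arrays, which was the case for 229 of the 550 probes (41.6%). The rule moved this count most where a probe only had to be positive and significant against the local background on both arrays, which gave 324 probes. Of the 336 probes listed by the paper, 165 were well above background on both arrays, 11 on 1 of them and 160 on neither. Before normalization the primary SMC arrays were dimmer, with a 75th percentile of signal of 41.2 and 44.2. It was 166.5 to 256.5 on Cl19 arrays and 140.2 to 237.3 on 3c3 arrays. The lowest signal well above background was similar, at 4.64 and 5.02 against 4.35 to 5.51 on Cl19 arrays. Counts by this rule may thus miss probes that are expressed in primary SMCs. Among 23158 other probes that were well above background on every array of a group of rMAPCs, 16117 (69.6%) were well above background on both primary SMC arrays, a higher share than among the 550 probes (Fisher's exact test, two-sided, p = 9.9e-41, across probes that are not independent). Over all 41012 gene probes, which include those not well above background in rMAPCs, it was 17080 (41.6%), the same percentage as among the 550 probes, so that the difference depends on the probes compared. The share was 189 of 389 among the listed probes that were higher on d6 in both lines and 40 of 159 among those that were lower in both.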

Further analysis of the 550 differentially expressed probes using the Ingenuity Pathway Analysis software (IPA – Ingenuity systems, CA, USA), identified pathways involved in developmental processes including organogenesis and accompanying morphogenesis, and cellular processes including tight junction signaling among the top biological functions being represented (Fig. 2). Similarly among the canonical pathways, cardiogenesis and pathways related to human ESC pluripotency were highly represented (Fig. 2B).

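The lists of the Ingenuity software were not used here. A list of tight junction genes was written from general knowledge, and 29 of its genes were among the 11921 genes tested. As a set they rose from d0 to d6, by limma's camera test with a preset correlation between genes of 0.01, in Cl19 (median change 0.87 and mean 1.67 log2 units, FDR = 5.5e-05) and in 3c3 (median 0.62 and mean 1.16, FDR = 6.1e-04). In Cl19, 17 of these genes were higher and 1 was lower past limma's threshold, and in 3c3, 14 were higher and 2 lower. Table S1 holds 4 of the 29 genes. The rise was past the threshold under limma's fry test, which moved the FDR most (2.8e-12 in Cl19 and 3.5e-10 in 3c3), and with a correlation estimated from the arrays, which gave the highest FDR, 0.022 in both lines. The fry test asks whether the listed genes change, whereas camera compares them with the other genes tested. With 54.3% of tested probes changed over time in Cl19 and 50.0% in 3c3, all 12 tests of lists passed fry. Passing it therefore does not set a list apart. On both primary SMC arrays 15 of the 29 genes were well above background.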

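Lists of cardiogenesis and pluripotency genes were written in the same way. The 25 cardiogenesis genes tested rose as a set in Cl19 (median change 1.16 log2 units, mean 1.95, camera FDR = 0.0025), with 13 genes higher and 4 lower past limma's threshold. In 3c3 the rise was not past the threshold (median 0.38, mean 0.96, FDR = 0.14), with 8 genes higher and 5 lower. With the estimated correlation the FDR in Cl19 was 0.062, and with limma's fry test the rise in 3c3 passed with an FDR of 4.8e-05. Of the 11 pluripotency genes tested, 8 were lower and 2 higher in Cl19 (median change -1.18, mean -1.15, FDR = 0.14), and 5 were lower and 2 higher in 3c3 (median -0.74, mean -0.83, FDR = 0.26). Neither was past the threshold with camera, whereas the fry test gave an FDR of 6.2e-07 in Cl19 and 3.6e-04 in 3c3. For these lists too, passing fry does not set them apart from the other genes. Table S1 holds 4 of these cardiogenesis genes and 2 of these pluripotency genes. The difference between the lines was not tested for these lists.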

**Figure 2:**
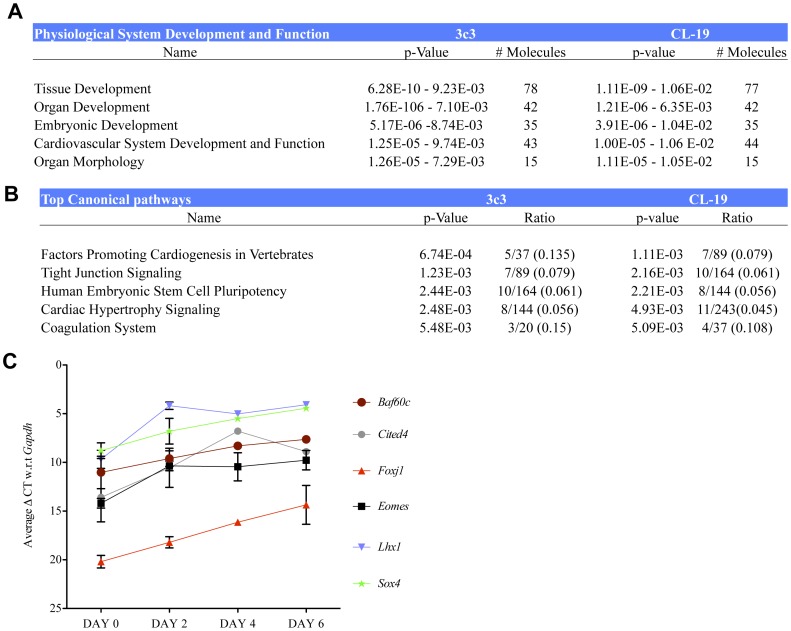
Genome wide transcriptome analysis of rMAPC-SMC differentiation. rMAPCs (Cl19 and 3c3) were cultured for 6 days with TGFβ1 and PDGF-BB in serum free medium, and RNA harvested from triplicate samples on days 0, 2, 4 and 6. In addition, RNA from cultured RAOSMCs was obtained in duplicate. **A**. Ingenuity pathway analysis (IPA) of the differentially expressed genes in both clones of rMAPCs identified predominantly developmental and cardiaovascular system associated genes (table represents data obtained as output from IPA). **B**. Pathways relating to cardiogenesis were among the top canonical pathways (table represents data obtained as output from IPA). **C**. Validation by PCR of the target TF genes identified by microarray analysis.

We next examined the list of genes that were differentially expressed during SMC differentiation to identify candidate-regulatory transcription factors (TFs) in SMC differentiation. 

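*Lhx1*, *Cited4*, *Eomes* and *Sox4* were examined on the arrays, as log2 intensities after quantile normalization. The *Lhx1* probe, which the array's annotation places on chromosome 10 of the rat assembly rn4 from 72802902 to 72802961, rose in Cl19 from 5.98 ± 0.16 on d0 to 11.69 ± 0.88 on d6 (SD, n = 3), a change of 5.71 (standard error 0.76, adjusted p = 3.1e-06 from limma). In 3c3 this probe was not well above background on any d0 array and at 8.56 ± 0.72 on d6, at least 59.2-fold higher (adjusted p = 7.0e-07 from limma). Such a bound sets the mean of the brighter group against, for each array of the dimmer group, the higher of the probe's own value and the lowest signal of a probe well above background. That lowest signal is taken over all probes of the array and need not be the limit of detection of the probe itself. *Cited4* (chromosome 5, 141259221 to 141259280) was well above background on 2 of the 3 Cl19 arrays and on 1 of the 3 arrays of 3c3 on d0. It was at least 109.5-fold higher on d6 in Cl19 and at least 35.4-fold higher in 3c3 (adjusted p = 2.5e-08 and 1.1e-06 from limma). In Cl19 this bound is no lower than the fitted fold change, since the value of *Cited4* itself was the higher on each d0 array. In 3c3 its level was highest on d4, at 11.37 ± 0.75. *Eomes* (chromosome 8, 123380030 to 123380646) changed by 3.22 in Cl19 and by 2.92 in 3c3, with a standard error of 0.61 in each (adjusted p = 1.7e-04 and 5.5e-04). Both *Sox4* probes of Table S1 lie on chromosome 17, and they rose by 4.73 and 4.93 in Cl19 and by 3.98 and 4.40 in 3c3. Another probe of this gene rose by 3.91 and 2.46. In each line every d6 array lay above every d0 array for each of these probes. The alternative that moved the changes of *Lhx1*, *Cited4* and *Eomes* most was another background correction (normexp), under which *Lhx1* rose by 2.63 in 3c3. *Cited4* then rose by 3.24 in Cl19 and by 2.15 in 3c3, and these 3 changes were smaller than the bounds above. The *Sox4* probe that rose by 4.93 in Cl19 and 4.40 in 3c3 was moved most by the mean over all probes of the gene, to 4.52 and 3.61. Without the array labelled Cl19 day 2 replicate 1, the d2 level of *Lhx1* in Cl19 was 11.41 in place of 10.28 and that of *Eomes* 9.05 in place of 8.26. A list of mesendoderm genes written from general knowledge, which includes genes named here, rose as a set by camera with an FDR of 0.010 in Cl19 and 0.0014 in 3c3. It had 15 genes, of which 11 were higher and 4 lower in Cl19 and 10 higher and 2 lower in 3c3, with a median change of 3.68 and 2.92. Table S1 holds 6 of them, and with a correlation between genes estimated from the arrays neither rise was past the threshold (FDR = 0.19 and 0.13).

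**Figure D1:**
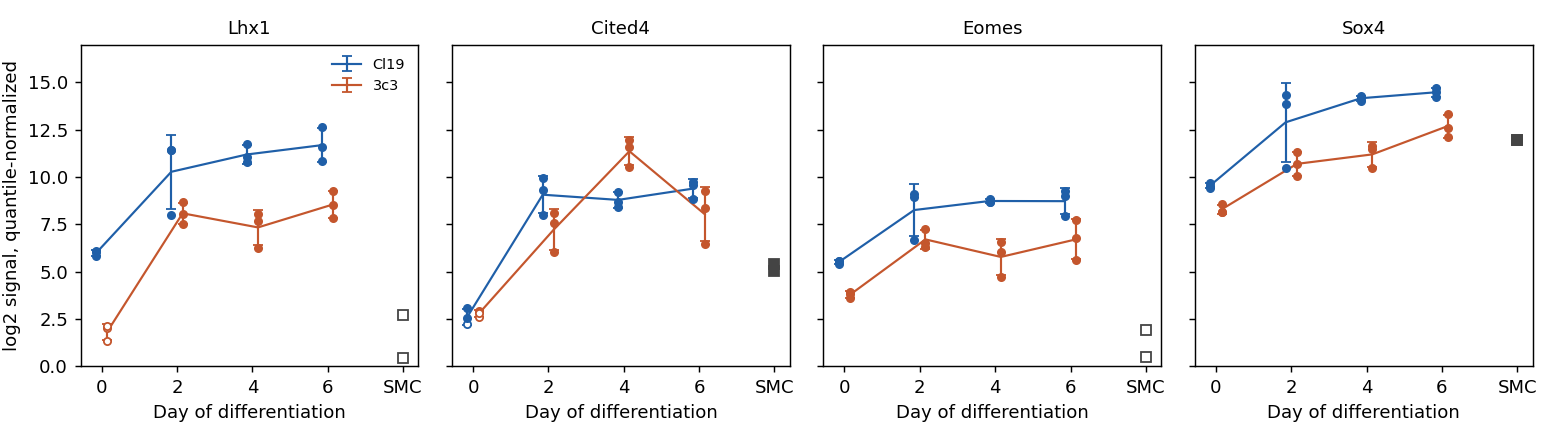
Levels of Lhx1, Cited4, Eomes and a Sox4 probe by day of differentiation, as log2 signal after quantile normalization. Each point is an array, filled where the probe was well above background and open where it was not, lines join the means and bars give the SD of 3 arrays of Cl19 or 3c3, and squares are the 2 primary SMC arrays. For Lhx1, the d6 arrays of Cl19 average 11.69 against 5.98 on d0.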

Transcripts for factors known to play a role in mesendoderm and mesoderm specification [27], including *Lhx1, Cited4*, *Eomes* and *Sox4*, were up regulated (Fig. 2C). 

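*Oct4* is listed on the array as *Pou5f1*, and its probe lies on a part of rn4 whose place on its chromosome was not settled. In Cl19 its log2 level was 10.28 ± 0.05 on d0 (SD, n = 3), and on d6 it was well above background on 1 of 3 arrays, at least 291-fold lower than on d0 (adjusted p = 6.2e-09 from limma). This bound holds for the quantile-normalized values only. With normexp the change of *Oct4* in Cl19 was -4.07, smaller than the bound but past the threshold. In 3c3 its level fell by 4.11 (standard error 0.74, adjusted p = 1.5e-04 from limma), from 11.53 ± 0.09 on d0 to 7.42 ± 0.58 on d6, and it stayed well above background on all 3 arrays. In each line every d6 array lay below every d0 array. The fall was larger in Cl19 than in 3c3 by limma's test of the difference (adjusted p = 0.0019), with a background correction by normexp as the exception (adjusted p = 0.58). On d2 the level in Cl19 was 5.98 ± 2.42 over 3 arrays and 4.58 without the array labelled Cl19 day 2 replicate 1, which alone stood at 8.77.

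**Figure D2:**
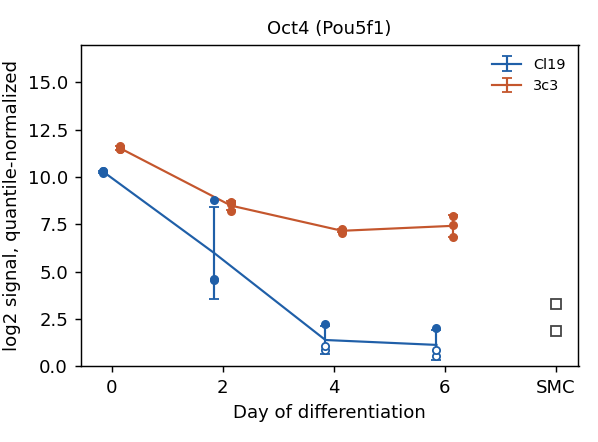
Level of Oct4 (Pou5f1) by day of differentiation, as log2 signal after quantile normalization. Each point is an array, filled where the probe was well above background and open where it was not, lines join the means and bars give the SD of 3 arrays of Cl19 or 3c3, and squares are the 2 primary SMC arrays. The means go from 10.28 on d0 to 1.13 on d6 in Cl19, where most arrays give only a limit, and from 11.53 to 7.42 in 3c3.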

TFs that maintain “stemness”/pluripotency and/or inhibit differentiation, including *Oct4*, were down regulated (Table. S1). *Foxc1/Foxc2* are known to regulate cardiovascular development [28], [29]. Although *Foxc1* transcript levels decreased during differentiation, transcript levels of *Foxc2*, which can replace *Foxc1* [29], were high (Fig. S6). 

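On the arrays the *Foxc1* probe (chromosome 17 of rn4, 39028015 to 39028074) was at 8.59 ± 0.06 in Cl19 and 7.62 ± 0.23 in 3c3 on d0 (log2, SD, n = 3). On d6 it was well above background on none of the Cl19 arrays and on 1 of the 3 arrays of 3c3, which made it at least 97.2-fold lower in Cl19 and at least 19.0-fold lower in 3c3 (adjusted p = 1.7e-11 and 4.6e-09 from limma). Under normexp the changes were -2.58 and -1.72, smaller than these bounds but past the threshold. The brighter *Foxc2* probe was well above background on every array and did not change beyond the replicate error, with a d6 change of 0.08 in Cl19 and 0.00 in 3c3 and a standard error of 0.18 in each (adjusted p = 0.76 and 1.00 from limma). Its direction turned with the scaling in 3c3, where the authors' log2 table gave 0.36. Its level was 6.53 ± 0.22 on d0 and 6.60 ± 0.22 on d6 in Cl19, and 6.51 ± 0.22 and 6.51 ± 0.33 in 3c3, against 10.65 ± 0.05 on the 2 primary SMC arrays. The other *Foxc2* probe was not well above background on any d0 or d6 array.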

Transcript levels for *Zeb1*, which inhibits collagen expression in vascular SMCs [30], were downregulated (not shown). 

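The *Zeb1* probe of Table S1 (chromosome 17 of rn4, starting at 60175467) was at 5.65 ± 0.23 in Cl19 and 6.28 ± 0.39 in 3c3 on d0 (log2, SD, n = 3). On d6 it was well above background on 1 of the 3 arrays of Cl19 and on 2 of the 3 of 3c3. It was at least 10.8-fold lower in Cl19 and at least 7.22-fold lower in 3c3 (adjusted p = 1.4e-07 and 4.2e-07 from limma). With normexp the changes were smaller than these bounds, at -0.78 in Cl19 and -1.04 in 3c3, and still past the threshold. A second *Zeb1* probe fell by 2.93 in Cl19 (adjusted p = 9.1e-09), and in 3c3 it was well above background on 2 of the 3 d6 arrays. On primary SMC arrays the probe of Table S1 was at 8.94 ± 0.01 (n = 2).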

Among the other differentially regulated TFs, the transcript levels of *Baf60c*, which is known to be important for skeletal and cardiac muscle development [31], [32], were significantly induced during differentiation. 

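*Baf60c* is listed on the array as *Smarcd3*, with a probe on chromosome 4 of rn4 from 5959631 to 5959690. In Cl19 its log2 level was 5.85 ± 0.20 on d0, 11.63 ± 1.51 on d2, 13.23 ± 0.36 on d4 and 11.98 ± 0.43 on d6 (SD, n = 3). Without the array labelled Cl19 day 2 replicate 1 the d2 level was 12.49. In 3c3 the levels were 6.49 ± 0.18, 10.06 ± 0.39, 11.60 ± 0.21 and 11.76 ± 0.56 on the same days. The change from d0 to d6 was 6.13 in Cl19 (adjusted p = 3.4e-09 from limma) and 5.27 in 3c3 (adjusted p = 4.5e-08), with a standard error of 0.48 in each, so that it was many times larger than the spread between replicates. All 3 arrays of d6 lay above all 3 of d0 in each line. The changes of the lines did not differ by limma's test of the difference (adjusted p = 0.48). With each array left out in turn the change stayed between 5.99 and 6.38 in Cl19 and between 4.96 and 5.51 in 3c3. With normexp it was 5.02 and 4.46. The probe was well above background on all d0 arrays, and on the 2 primary SMC arrays its level was 14.64 ± 0.02. From this strong induction the paper went on to test, by knock down of *Baf60c* during differentiation, whether *Baf60c* is responsible for the induction of SMC gene expression.

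**Figure D3:**
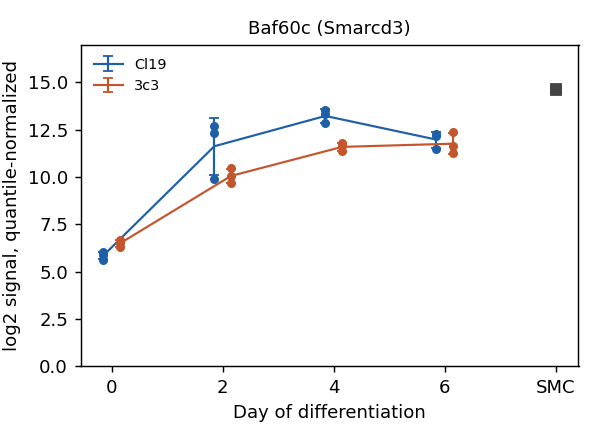
Level of Baf60c (Smarcd3) by day of differentiation, as log2 signal after quantile normalization. Each point is an array, all of them with the probe well above background, lines join the means and bars give the SD of 3 arrays of Cl19 or 3c3, and squares are the 2 primary SMC arrays. The d6 means of 11.98 in Cl19 and 11.76 in 3c3 lie above the d0 means of 5.85 and 6.49.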

Consistent with this, we also demonstrated that *Baf60c* is expressed in primary cultured RAOSMCs (Fig. S7A).

### *Baf60c* is important for SMC generation from rMAPC

As expression of *Baf60c* was induced strongly during rMAPC differentiation to SMCs, we tested whether *Baf60c* is responsible for the induction of SMC gene expression by performing RNAi-mediated knock down of *Baf60c*, using an inducible shRNA construct. Compared with control cells where shRNA was not induced (−Dox) or scrambled shRNA was used, levels of *Baf60c* were suppressed significantly in shRNA expressing (+Dox) cells (Figs. 3A,B, S7A). As a result of the inhibition of *Baf60c* expression, a significant decrease in αSMA (p<0.005) protein levels was seen in rMAPCs differentiated to SMC with TGFβ1 (and PDGF-BB) (Fig. 3B). As we could not generate a second *Baf60c*-targeting shRNA vector with better knock down efficiency, we also transiently transfected rMAPC with an on-target-siRNA pool against *Baf60c* and submitted the cells to SMC differentiation with TGFβ1. The percent knockdown with the on-target-siRNA pool was 52%, compared with a non-targeting pool of siRNA control cells. As we had seen for the shRNA-mediated knock down, this on-target-siRNA pool directed against *Baf60c* caused a decrease in *αSma* as well as *Sm22α* transcript levels (Fig. S7B). Intriguingly, we found an increase in the mature SMC marker transcript, *Cnn2* (Fig. S7B), and a minor increase in *Sm-mhc* transcripts (data not shown). Noteworthy, knockdown of *Baf60c* in rMAPC while inducing SMC differentiation with TGFβ1 led to a considerable degree of cell death (Fig. S7C), suggesting that only those cells still expressing some *Baf60c* survived, which may explain the rather limited *Baf60c* suppression. Despite the only 50% knock down of *Baf60c*, we detected significantly less induction of smooth muscle genes (Fig 3A,B). These studies thus suggest that BAF60c, a subunit of chromatin remodeling complexes, is important for SMC gene regulation.

**Figure 3:**
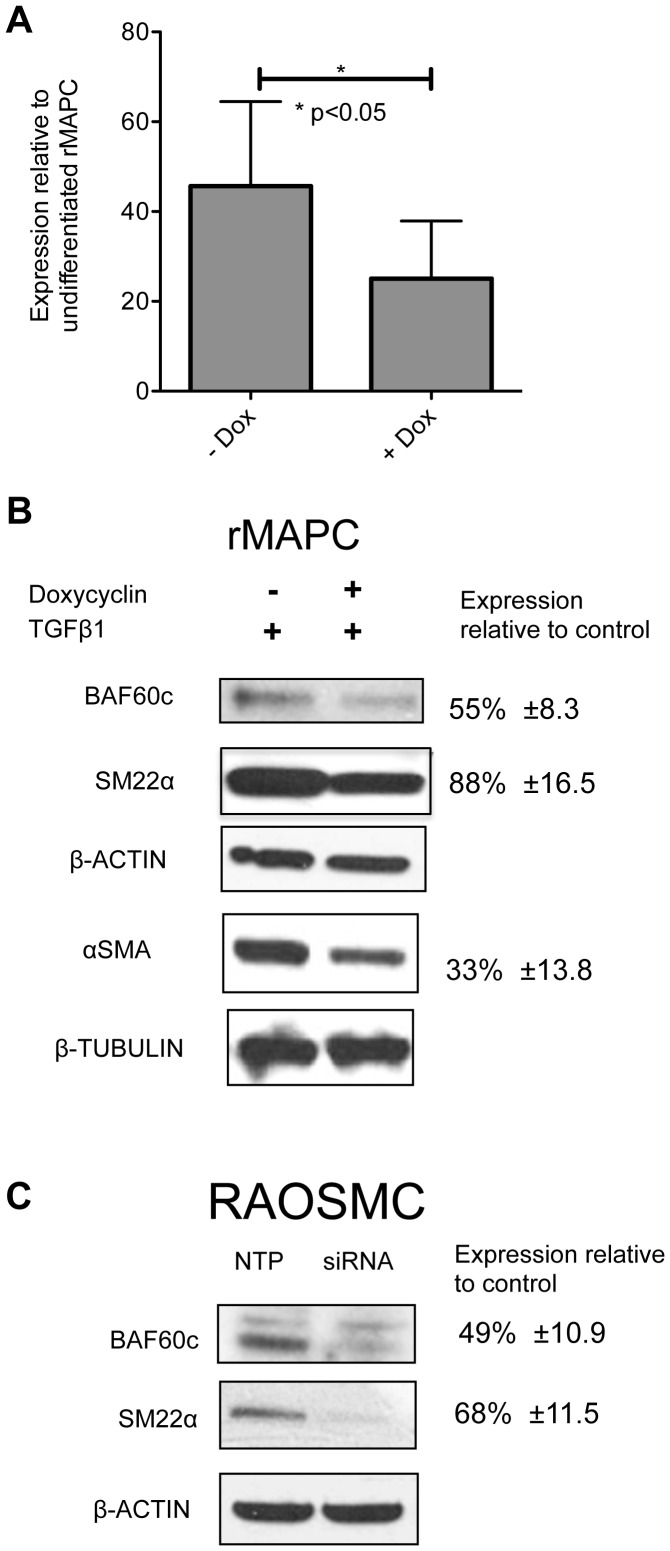
Knock down of *Baf60c* down regulates αSMA protein levels. rMAPCs were transduced with a doxycyclin (dox) inducible anti-*Baf60c* shRNA containing lentiviral vector or a vector containing a scrambled shRNA and subjected to SMC differentiation using TGFβ1. **A**. Quantitative RT-PCR for *Baf60c* mRNA levels in cells transduced with anti-*Baf60c* shRNAs in presence (+Dox) or absence (−Dox) of doxycycline up on TGFβ1 stimulation (Mean±s.e.m of n = 5; Student's t-test p<0.05). **B**. Western blots for Baf60c, αSMA, SM22α expression in cells transduced with anti-*Baf60c* shRNAs in the presence (+) or absence (−) of doxycyclin in rMAPC treated with TGF-β. **C**. Western blots for BAF60c and SM22α in RAOSMC treated with either siRNA against *Baf60c* or control.

Next, we tested if BAF60c is sufficient to commit rMAPCs to the SMC lineage by forced expression of an inducible *Baf60c*-encoding construct in rMAPCs. We generated stably transformed doxycyclin-responsive clones of rMAPCs that express GFP and V5-tagged BAF60c. As control, a construct encoding only GFP was used. Following addition of doxycyclin, levels of *Baf60c* mRNA were increased by >1000-fold in the absence of TGFβ1 (data not shown). When *Baf60c*-transduced rMAPCs were cultured in serum free medium without growth factors but with addition of doxycyclin, rMAPCs differentiated to SMC (Fig. 4A) with progressive induction of transcripts and proteins for SMC structural genes (Fig. 4A,C), even though 9 days were required to attain maximal expression of SMC specific transcripts and proteins to similar levels as when differentiations were done with TGFβ1 (Figs. 4A,B,1A and S8). We noted that the frequency of cells with a more mature SMC phenotype was lower than in TGFβ1 mediated cultures (with only 30–40% cells having stress fibers) (Fig. 4B), suggesting that continued presence of *Baf60c* may prevent acquisition of a mature contractile state.

**Figure 4:**
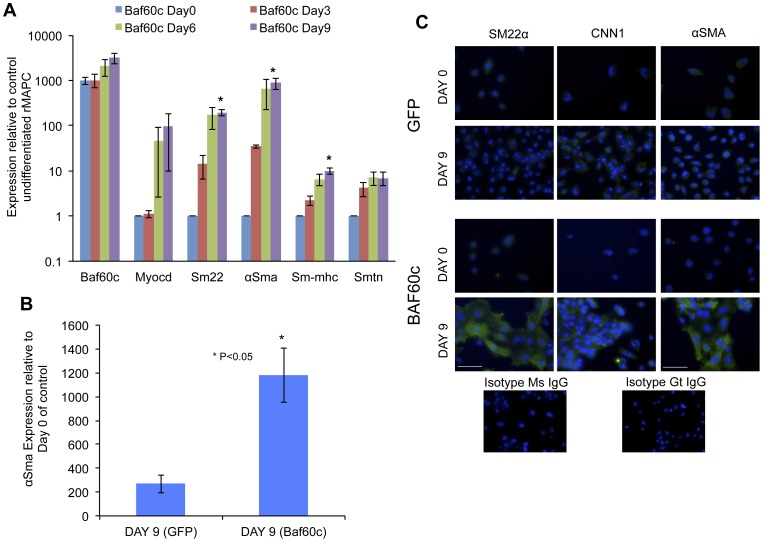
*Baf60c* is sufficient to induce smooth muscle like fate in rMAPCs. rMAPCs were transduced with an inducible *Baf60c* and eGFP cDNA encoding lentiviral vector or a vector encoding only eGFP, and subjected to SMCs without exogenous TGFβ1, and differentiation to SMCs examined by RT-qPCR and immunostaining. **A**. Expression of smooth muscle specific mRNAs compared to undifferentiated rMAPC (expression normalized to GAPDH) (Mean±s.e.m of n = 4; p<0.05). **B**. The expression of *αSma* in *Baf60c* transduced cells on day 9 cells is significantly higher compared to GFP transduced control cells (Mean±s.e.m of n = 4; Student's t-test p<0.05). **C**. *Baf60c* overexpression is sufficient to induce smooth muscle like fate with cells expressing mature smooth muscle proteins as compared to GFP transduced cells (smooth muscle proteins are colored pseudo green).

### *Baf60c* is important for phenotypic modulation of adult smooth muscle cells

We tested the effect of forced expression and knockdown of *Baf60c* in RAOSMCs. Forced expression of *Baf60c* also led to increased expression of the early smooth muscle markers such as *Sm22α* (125%, ±13.0) and *αSma* (198.5%, ±51.0) (Fig. 5B) whereas knock down of *Baf60c* in RAOSMC increased transcripts for *Sm-mhc* (136.3%±8.2) (Fig. 5A), the contractile marker of SMCs. Knock down of *Baf60c* in RAOSMC inhibited the fraction of cells in G2/M phase (90, ±1.0, p<0.05) (Figs. 5C, S9), These data suggest thus that continued expression of *Baf60c* may retain SMCs in a proliferative state and prevent maturation to a contractile state.

**Figure 5:**
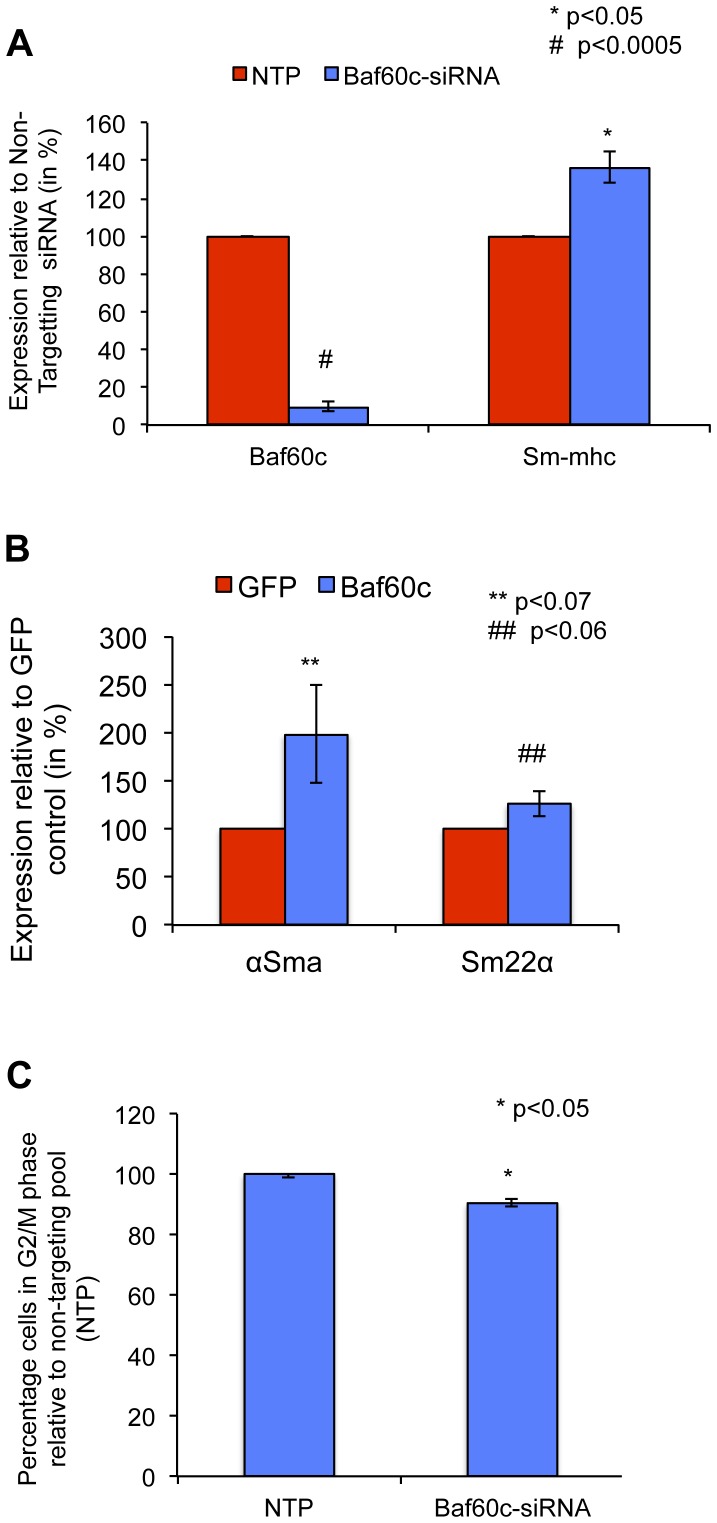
*Baf60c* is important for the synthetic/proliferative phase of primary smooth muscle cells. RAOSMCs were either transfected with an on-target anti-*Baf60c* siRNA pool vs non-targeting pool (NTP) of siRNAs; or transduced with a lentiviral vector encoding for BAF60c or GFP **A**. qRT-PCR for the expression of *Baf60c, Sm-mhc*, and α*Sma* in cells transfected with on-target anti-*Baf60c* siRNA pool vs non-targeting pool (NTP) of siRNAs (Mean ±s.e.m of n = 4; Student's t-test p<0.05). **B**. qRT-PCR for the expression of *Baf60c, Sm-mhc*, and α*Sma* in cells transduced with either GFP or BAF60c (Mean±s.e.m of n = 3–5). **C**. Cell cycle analysis using fluorescence activated cell sorting in cells transfected with on-target anti-*Baf60c* siRNA pool vs non-targeting pool (NTP) of siRNAs (Mean±s.e.m of n = 3; Student's t-test p<0.05).

### *Baf60c* is direct target of SMAD-mediated TGFβ signaling

As *Baf60c* induced a SMC fate in rMAPCs similar to TGFβ1, we tested if *Baf60c* was a direct transcriptional target of TGFβ1 signaling. Canonical TGFβ1 signaling occurs via activation of the heterotetrameric receptors complexes composed of ALK5 and single type II receptor TGFβRII. Alk5 in this receptor complex phosphorylates the R-Smads, SMAD2 and SMAD3. Together with SMAD4, these activated Smad complexes are known to bind directly to Smad-binding elements (SBEs) composed of CAGA [33], and, mostly in concert with other and often Smad-interacting TFs, modulate expression of target genes for TGFβ. We found that the 5′ upstream region of *Baf60c* contains several such SBEs located between -2096 bp and -2150 bp (Fig. 6A).

**Figure 6:**
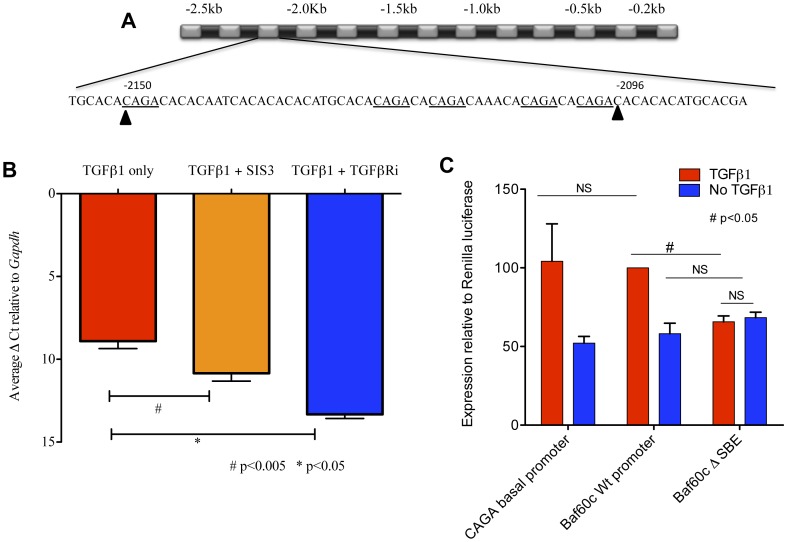
*Baf60c* is a direct target of SMAD mediated TGF-β signaling. **A**. SMAD binding elements between -2096 and -2150 bp in the *Baf60c* promoter (underlined). **B**. rMAPCs were cultured with TGFβ1 alone or combined with an inhibitor against SMAD3 phosphorylation (SIS3) or TGFβR inhibitor (TGFβRi) (SB431542) On day 2 after treatment, cells were harvested and RT-qPCR used to detect expression of *Baf60c* transcripts (Mean±s.e.m of n = 3; Student's t-test p<0.05). **C**. The intact *Baf60c* promoter (wild type) or promoter wherein the SBEs between -2096 and -2150 bp had been deleted (mutant) was cloned before a luciferase expression cassette. These constructs together with a CAGA rich promoter sequence (CAGA-control) were transfected in rMAPCs. Following addition of TGFβ1 or in absence of TGFβ1, luciferase activity was measured (Mean±s.e.m of n = 3; Student's t-test p<0.05, NS- not significant).

To further test whether TGFβ1-activated signaling directly mediates *Baf60c* upregulation, we first blocked receptor activation using the ALK-4/5/7 specific inhibitor, SB431542. Addition of SB431542 to rMAPC cultures treated with TGFβ1 significantly inhibited *Baf60c* transcript upregulation compared to cells treated with TGFβ1 only (Fig. 6B). To test whether, SMAD2/3 in the TGFβ1-SMAD2/3 pathway is responsible for this upregulation, we treated rMAPCs for 48 h with either TGFβ1 alone or in combination with the SMAD3 specific inhibitor, SIS3 [34], SMAD3 phosphorylation was significantly reduced in cells treated with SIS3 (Fig. S10). Inhibition of SMAD3 phosphorylation by SIS3 also resulted in a significant decrease in *Baf60c* induction (Fig. 6B).

To further establish that TGFβ1-SMAD2/3 mediates activation of *Baf60c* expression, we performed *Baf60c* promoter-based luciferase assays. We also generated mutant vectors that lacked one or more CAGA SBEs in the *Baf60c* promoter (Fig. 6A). The CAGA-rich basal promoter served as positive control. The relative expression of luciferase from the wild-type *Baf60c* promoter fragment in rMAPCs treated with TGFβ1 or without TGFβ1 was compared to that of the mutated promoters (Fig. 6C). TGFβ1 was found to induce Luciferase expression from the wild-type (WT) promoter, and this was significantly inhibited (65.6%±3.70, p<0.05) to basal level (without TGFβ1) when the SBEs in the *Baf60c* promoter were deleted (Fig. 6A).

### BAF60c binds to the SRF binding CArG box element of smooth muscle gene promoters

BAF60c is a protein participating in chromatin remodeling by forming complexes with different regulatory proteins. In embryonic development, BAF60c interacts with Notch signaling in regulating target gene expression and aids GATA-4 in inducing a cardiac fate [35], [36]. In SMC development, SRF binding to CArG boxes plays an important role (reviewed by Miano *et al.*) [37]. We hypothesized that BAF60c-mediated regulation of SMC genes might be via interaction with CArG boxes (represented in Fig. S11). To test this, we performed chromatin immunoprecipitation (ChIP) of BAF60c bound DNA and obtained enrichment of CArG binding elements [38], [39] (Fig. 7A,B) in the *αSma* (11.7 ΔΔCt ±1.86) and *Sm22α* (3.8 ΔΔCt ±0.38) upstream regulatory region compared to the mock control.

**Figure 7:**
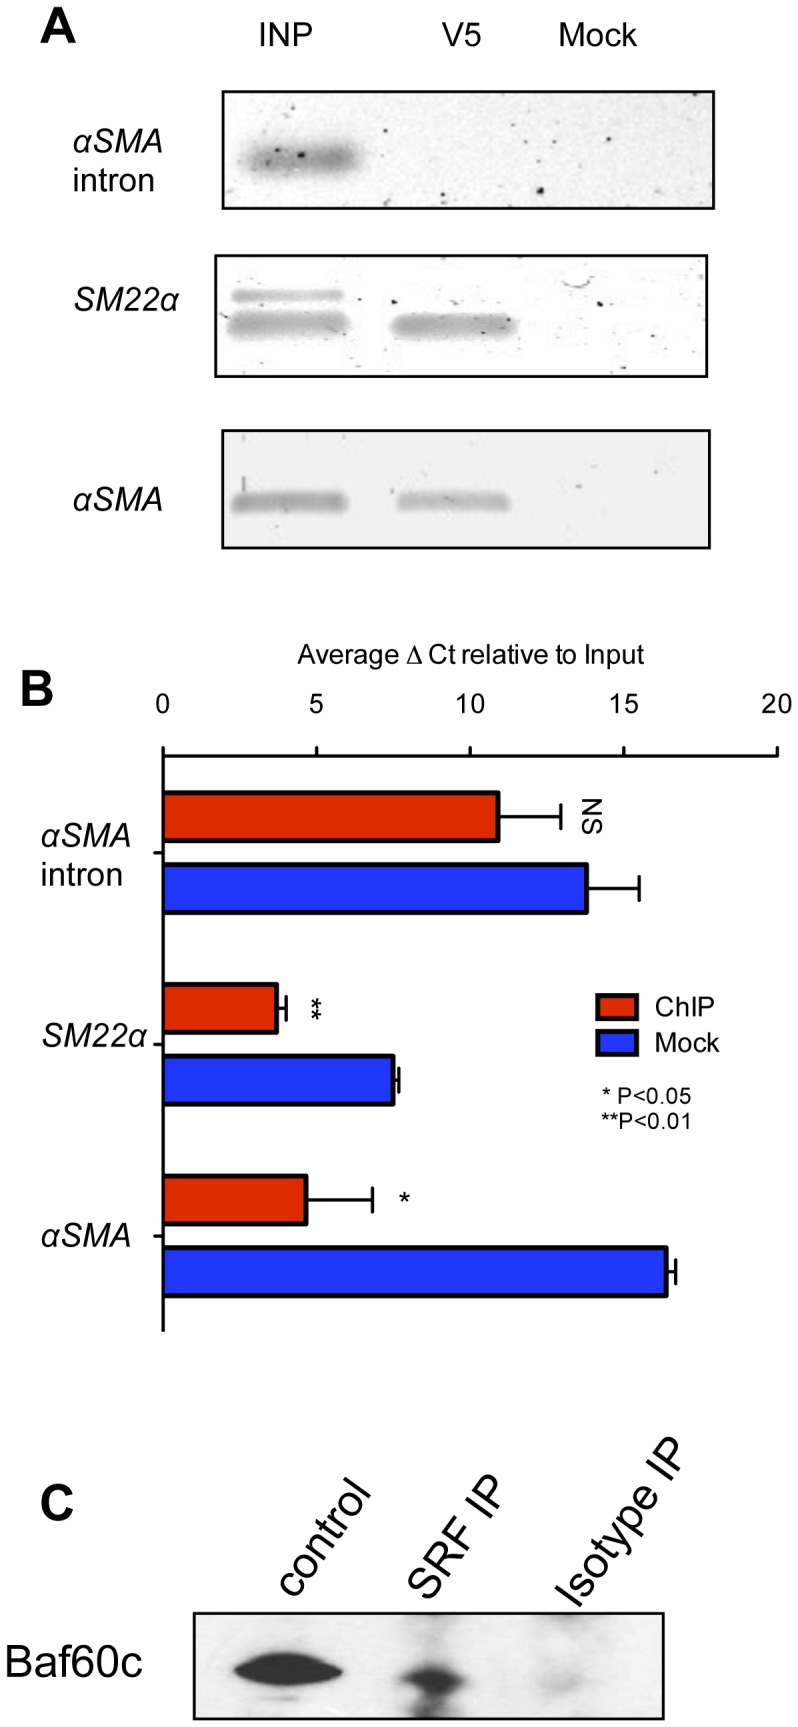
BAF60c associates with SRF in binding to DNA elements (CArG boxes) in regulating smooth muscle genes. V5 tagged BAF60c expressing clones of rMAPC were treated with TGFβ1 for 2 days. Cells were lysed, sonicated, and chromatin bound by BAF60c was immunoprecipitated with an anti-V5 antibody. The immunoprecipitated DNA was amplified using primers surrounding CArG boxes in the promoters of *Sm22α* and α*Sma*. **A**. Representative example of 3 runs on an agarose gel. **B**. Real time PCR quantification for CArG box containing sequences in the *αSma* (Mean±s.e.m of n = 3; Student's p<0.05) and *Sm22α* (Mean±s.e.m of n = 3; Student's t-test p<0.01) promoters in chromatin IP using V5 antibody compared to isotype (mock) control antibody and negative control *αSma* intron region (Mean±s.e.m of n = 3; Student's t-test p>0.05). **C**. Co-immunoprecipitation using an antibody against SRF was probed with an antibody against Baf60c. We detected a Baf60c specific band that was not detected in the IgG control. Protein extracts from 293t cells transiently transfected with Baf60c vector was used as positive control.

It is well established that complexes involving SRF and MYOCD regulate CArG elements. We therefore tested if BAF60c associates with these complexes. When SRF was immunoprecipitation from primary SMCs we found that BAF60c co-eluted, suggesting a physical interaction of BAF60c with the SRF complexes (Fig. 7C). These data strongly suggests that BAF60c is involved in SMC gene expression via the previously known CArG box elements by interacting with previously characterized SRF complexes.

## Discussion

Smooth muscle cells (SMCs) play a role in many disorders. Unlike other muscle cells, however, few studies have addressed the molecular mechanisms underlying SMC development. This is in part due to embryonic lethality of candidate-gene knockout models in mice, and the fact that SMCs are derived from multiple embryonic cell populations. A number of recent studies have employed stem cells to identify molecular mechanisms underlying SMC differentiation. Sinha *et al.* have demonstrated that mouse ESCs can differentiated to SMCs via TGFβ signaling[12]. Similarly, Ross *et al.* have shown that rodent MAPCs [17], [18] could be differentiated to SMC using TGFβ1 [16]. We here confirm that rMAPC lines, which express *Oct4* at levels near levels found in ESC can be robustly differentiated to cells with SMC features in response to TGFβ1 (and PDGF-BB) in serum-free conditions. Of note, when rMAPC-derived SMCs were implanted in vivo using Matrigel-based plugs, we observed extensive contribution of the injected cells to the SMC coating of blood vessels, suggesting that rMAPC-SMCs have functional properties of mature SMCs.

Sinha *et. al*, demonstrated that SMAD-mediated TGFβ signaling activates *Myocardin* (*Myocd*) [12], which aside from serum response factor (SRF) and Myocardin-related transcription factors (MRTFs), are the only known TFs involved in SMC differentiation/maturation. Shang *et al*, identified *Pitx2* as another TF for SMC differentiation [13], even though *Pitx2* was activated by stimulation with retinoic acid, not TGFβ1. To identify signaling pathways activated during SMC differentiation from rMAPCs, we used genome-wide transcriptional analysis. We demonstrated that the mesendodermal and mesodermal TFs, including *Lhx1, Cited4*, *Eomes* and *Sox4*, were up regulated, whereas *Oct4* was down regulated, and a TF known to play a role in cardiovascular development, i.e. *Foxc2*, was highly expressed. 

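On the arrays the *Foxj1* probe, which is listed in Table S1, rose in Cl19 from 4.69 ± 0.13 on d0 to 13.52 ± 0.49 on d6 (log2, SD, n = 3), a change of 8.83 (standard error 0.85, adjusted p = 5.8e-08 from limma). In 3c3 it rose from 3.51 ± 0.12 to 9.94 ± 1.26, a change of 6.43 with the same standard error (adjusted p = 5.0e-06 from limma). In each line it was higher on every d6 array than on every d0 array. The difference of the changes between the lines was not past limma's threshold (adjusted p = 0.21), except with normexp (adjusted p = 0.026). On primary SMC arrays this probe was not well above background. On d2 the level in Cl19 was 8.78, or 10.11 without the array labelled Cl19 day 2 replicate 1.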

The analysis revealed also that other TFs, not previously shown to play a role in SMC differentiation were induced/up regulated during differentiation of rMAPCs to SMCs, including *Foxj1* and *Baf60c*. Interestingly, *Baf60c* was found to be highly expressed in mesodermal committed stem cells such as MSC [21], while it is not expressed in the more primitive rMAPC clones that express *Oct4*.

BAF60c was previously shown to be important in the differentiation of both cardiac and skeletal muscle [31], [32]. Takeuchi *et. al*, demonstrated that binding of BAF60c associated complex to regulatory regions of cardiac specific genes modulates cardiac myocyte specific gene expression and ultimately induces a beating myogenic fate in generally non-cardiogenic extra embryonic endodermal cells [35]. They also demonstrated that BAF60c interacts with nuclear activated Notch-derived transcription factor co-factor (NICD) during embryonic left-right axis formation [36] and that BAF60c is required for GATA4-mediated regulation of cardiac genes. Ochi *et. al*, suggested that BAF60c may interact with Brachyury (the prototype member of T family of DNA binding transcription factor) in regulating downstream targets of skeletal muscle [32].

In this study, we demonstrated that loss of *Baf60c* by about 50% prevented SMC gene induction in rMAPCs by TGFβ1. As the same shRNA or pools of siRNAs were capable of suppressing expression of *Baf60c* in mature SMC, and knockdown of *Baf60c* in differentiating rMAPCs was associated with cell death. We hypothesize that loss of *Baf60c* during SMC differentiation causes reduced viability, aside from reduced differentiation. This would be consistent with the findings that inhibition of BRG or BRM or one of their associated complex proteins is associated with decreased differentiation as well as cell death [40]; we observed a similar cell death in anti-*Baf60c* shRNA expressing cells. Furthermore, we observed that forced expression of *Baf60c* alone could commit rMAPCs to SMCs, even in the absence of exogenous TGFβ1. Of note and aside from a possible role during development we also have found a possible role for *Baf60c* in mature smooth muscle modulation. When SMC differentiation was induced by BAF60c, we noted that the fate of the SMCs was less mature than when differentiation was induced with TGFβ1, as fewer cells had stress fibers. In vivo *Baf60c* expression is restricted to developing limb bud, neural tube and cardiac tissue [31]. By contrast cultured RAOSMCs express *Baf60c* (Fig. 5). SMCs are the only terminally differentiated cells that can undergo de-differentiation to a proliferative state influenced by the local environment such as injury. This induces release of growth factors and cytokines that induce a phenotypic switch from a contractile quiescent state to a proliferative fate. This is associated with significant changes in gene pattern [41], with loss of the quiescent/contractile markers, such as *Sm-mhc*, and loss of the typical fibrous phenotype [3], [41]. We here demonstrate that knockdown of *Baf60c* in RAOSMC causes the appearance of more mature quiescent/contractile phenotype associated with increase in mature SMC markers (such as SMMHC), which is normally reduced or lost upon prolonged passaging of cells in serum, whereas forced expression of Baf60c further induces a proliferative/synthetic fate (Figs. 4, 5). How *Baf60c* contributes to this phenotypic modulation remains to be deciphered.

We further demonstrated for SMC development from stem/progenitor cells, using promoter luciferase assays, that TGFβ1 mediated phosphorylated SMAD2/3 directly activate expression of *Baf60c*, as deletion of the SBEs between -2096 bp and -2150 bp in the promoter inhibited TGFβ1 mediated luciferase expression. Serum response factor (SRF) and its co-activators, MYOCD or MRTFs bind to CArG boxes. CArG boxes have been identified in the promoters of a number of SMC genes, including *Sm22α* [42], *αSma* [43] and other genes [44], [45]. A number of studies have shown that TGFβ1 activates SMC gene expression via MYOCD- and MRTF-A-mediated binding to CArG boxes [46], [47]. Other studies have shown that aside from SRF/MYOCD and GATA6 [48] recruitment to the promoter regions of SMC-specific genes, the recruitment of components of the SWI/SNF chromatin-remodeling complex is also required [49]. We therefore hypothesized that chromatin immunoprecipitation using an anti-*Baf60c* antibody would enrich for CArG boxes. We indeed demonstrated enrichment of SRF/MYOCD regulated regions upon chromatin immunoprecipitation of V5-tagged BAF60c in rMAPC differentiated to SMC for 3 days. We further demonstrate that BAF60c physically associates with the SRF/MYOCD transcriptional machinery. These data strongly indicates a role for BAF60c in regulating SMC genes, through the interaction with already known regulators of SMC genes such as SRF/MYOCD. Previous work and the current study, hence, indicate that BAF60c may be a general modulator that collaborates with tissue specific TFs to modulate the chromatin and activate tissue specific genes [31], [36].

The rMAPC-SMC model has proven to be helpful in understanding and identifying novel TFs responsible for SMC differentiation. However, further improvement of rMAPC-SMC commitment may well be achieved via a staged differentiation by initial commitment to mesodermal precursor and followed by SMC commitment [50]. Further analysis of the transcriptome data will be of interest to characterize the role of other TFs as well as other proteins identified to be differentially expressed during SMC differentiation of rMAPCs.

## Supporting Information

Supporting Information S1 **List of primers/oligos used.**
(DOCX) Click here for additional data file.

Supporting Information S2 **List of primary and secondary antibodies.**
(DOCX) Click here for additional data file.

Supporting Information S3 **Additional materials and methods.**
(DOC) Click here for additional data file.

Figure S1 **Plasmid map of** ***Baf60c*** **overexpression vector.**
(TIF) Click here for additional data file.

Figure S2 **Smooth muscle differentiation of additional rMAPC clones.** Differentiation of *Oct4* expressing rMAPC to smooth muscle like cells. 4 clones of rMAPC were differentiated with TGFβ1 and PDGF for 6 days. RT-qPCR for expression of smooth muscle genes represented as fold induction relative to undifferentiated rMAPC (Day 0) (Mean±SEM of n = 3–5 p<0.05).
(TIF) Click here for additional data file.

Figure S3 **Smooth muscle differentiation of cl-19 rMAPC represented as delta Ct.** Differentiation of *Oct4* expressing clone (cl-19) of rMAPC to smooth muscle like cell (figure 1A). Data from fig. 1A represented as delta Ct relative to house keeping gene (*Gapdh*) (scale on y axis is reversed to indicate an increase, since lower delta Ct represents higher expression). (Mean±SEM of n = 3–5 p<0.05).
(TIF) Click here for additional data file.

Figure S4 **Passaging of rMAPC in serum containing media.** rMAPC were cultured with TGFβ1 and PDGF for 6 days, and then passaged in serum containing medium without growth factors. Expression of SMC genes were examined by RT-qPCR (Mean±SEM of n = 3, p<0.05).
(TIF) Click here for additional data file.

Figure S5 **Matrigel plug assay – contribution of rmapc-smc to vessel coating** ***in vivo*** **.** Undifferentiated rMAPC and rMAPC-derived SMC were injected in matrigel also containing FGF2 and VEGF under the skin of nude mice. Matrigel plugs were harvested on day 21, and the number of GFP positive SMC cells enumerated. A. Macroscopic view of matriel plugs. B. The ratio of αSMA+/GFP+ co-localized vessels for undifferentiated and pre-differentiated rMAPCs in matrigel plug assay (Mean±SEM of n = 4; p<0.005).
(TIF) Click here for additional data file.

Figure S6 **Expression of Foxc1/c2 during rMAPC-SMC differentiation.** Rat MAPC were induced to differentiate in serum-free medium with TGFβ1 and PDGF as described in methods. Transcripts levels for *Foxc1* decrease while those of *Foxc2* continued to be highly expressed.
(TIF) Click here for additional data file.

Figure S7 **Knock-down of** ***Baf60c*** **.** **A**. Knock-down efficiency was tested in RAOSMC by transient transfection with an inducible lentiviral vector encoding for anti-*Baf60c* shRNA or a non-silencing shRNA, and expression of *Baf60c* transcripts evaluated by RT-qPCR 48 h after induction of the shRNA by Dox (shown as 70.07±4.72). **B**. rMAPC were transfected with a pool of anti-*Baf60c* siRNAs or non-targeting control (NTC), and expression of SMC specific genes evaluated after culture of the transfected cells with TGFβ1, (shown as Mean±SEM of n = 3–4; p<0.05). **C**. Presence of shRNA against Baf60c caused a significant cell death on Day 2 after induction during rMAPC-SMC differentiation (Mean±SEM of n = 3, P<0.05).
(TIF) Click here for additional data file.

Figure S8 **Overexpression of** ***Baf60c*** **in rMAPC.** *Baf60c* expression was sufficient to induce smooth muscle genes in absence of exogenous TGFβ1. The expression of SMC markers was significantly higher compared to GFP expressing controls. (Mean of n =  3–5, p<0.05).
(TIF) Click here for additional data file.

Figure S9 **Cell cycle analysis of RAOSMC in absence of** ***Baf60c*** **.** Knock down of Baf60c in primary smooth muscle cells leads to inhibition of proliferation compared to non-targeting pool of siRNA (Mean of n = 3, p<0.05) (representative cell cycle curve).
(TIF) Click here for additional data file.

Figure S10 **Inhibition of SMAD3 phosphorylation.** rMAPC were incubated with TGFβ1 alone or combined with the SMAD3 inhibitor SIS3. Activation of SMAD3 was identified using an antibody against total as well as phosphorylated SMAD3.
(TIF) Click here for additional data file.

Figure S11 **Smooth muscle promoter(s) representing CArG elements.** The regions of CArG box elements in the promoters of αSma and Sm22α. The exon 1 and TATA box are represented in αSma. Sm22 lacks a putative TATA binding element. Similarly, the CArG box elements are represented in bold and underlined.
(TIF) Click here for additional data file.

Table S1 **Table – differentially regulated genes during rMAPC-SMC differentiation.**
(XLS) Click here for additional data file.

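Table S1 gives the mean log2 level of each probe on d0, d2, d4 and d6 in each line, with a separate sheet for the probes counted as common in SMC. In the values computed here from the scanner files, 389 of its probes were higher on d6 than on d0 in both lines, 159 were lower in both and 2 had opposite signs. Its named genes had d6 changes that lay within 0.0368 log2 units of those computed here, over 38 changes.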

# Supplementary material for: TGFβ1-Induced Baf60c Regulates both Smooth Muscle Cell Commitment and Quiescence
**Source:** PLoS One. 2012 Oct 26;7(10):e47629. doi: 10.1371/journal.pone.0047629
**Supplement:** Supporting Information S1 — List of primers/oligos used.

**S1. A –List of primers used for RT-qPCR**

| **Primer name** |  | **Sequence (5’ – 3’)** | |  | |
| --- | --- | --- | --- | --- | --- |
|  |  |  | | | |
| GAPDH fw |  | TGCACCACCAACTGCTTAG | | | |
| GAPDH rev |  | GATGCAGGGATGATGTTC | | | |
|  |  |  |  | | |
| SM22α fw |  | CCACAAACGACCAAGCCTTTT | | | |
| SM22α rev |  | CGGCTCATGCCATAGGATG | | | |
|  |  |  |  | | |
| αSMA fw |  | CGCCATCAGGAACCTCGAGA | | | |
| αSMA rev |  | CAAAGCCCGCCTTACAGA | | | |
|  |  |  |  | | |
| Myocardin fw |  | CTGTGTGGAGTCCTCAGGTCAAACC | | | |
| Myocardin rev |  | GATGTGTTGCGGGCTCTTCAG | | | |
|  |  |  |  | | |
| Calponin fw |  | ACATCATTGGCCTACAGATG | | | |
| Calponin rev |  | CAAAGATCTGCCGCTTGGTG | | | |
|  |  |  |  | | |
| SM-MHC fw |  | CAAGAGTTCCGGCAACGCTA | | | |
| SM-MHC rev |  | TCCATCCATGAAGCCTTTGG | | | |
|  |  |  |  | | |
| Smoothelin fw |  | CCAGAGGCTCCTCTAACACTAAGAG | | | |
| Smoothelin rev |  | TTGGCTCTTGATTTTGGGTTGGCTG | | | |
|  |  |  | | | |
| Baf60c fw |  | GGACCCATCAGACCAGAAGA | | | |
| Baf60c rev |  | GAGCAGGTCTTGGACGTAGC | | | |
|  | | | | |  |
| *Fw – forward, Rev- reverse |  |  | | | |

**S1. B –List of primers used for ChIP PCR**

| **Primers for ChIP** |  | **Sequence (5’ – 3’)** |  |
| --- | --- | --- | --- |
|  |  |  |  |
| SM22α fw |  | AGGAAGGTTTTCGTGGTCCT | |
| SM22α rev |  | CCCACTCACTCCACACAGG | |
|  |  |  |  |
| αSMA fw |  | TGTTTCGAGAGCAGAGCAGA | |
| αSMA rev |  | GGCTGAATGCTGAAGGGTTA | |
|  |  |  |  |
| αSMA intron fw |  | TCAGAGGGCATGTCAGAGTG | |
| αSMA intron rev |  | GTTCCAGCGGTATACGGAGA | |
| *Fw – forward, Rev- reverse | | | |
| **S1. C –*Baf60c* shRNA sequence** | | | |

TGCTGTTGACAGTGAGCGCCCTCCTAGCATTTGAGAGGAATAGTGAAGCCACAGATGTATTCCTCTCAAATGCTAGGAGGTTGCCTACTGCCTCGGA

# Supplementary material for: TGFβ1-Induced Baf60c Regulates both Smooth Muscle Cell Commitment and Quiescence
**Source:** PLoS One. 2012 Oct 26;7(10):e47629. doi: 10.1371/journal.pone.0047629
**Supplement:** Supporting Information S2 — List of primary and secondary antibodies.

**S2 : List of primary and secondary antibodies**

|  | **Primary antibodies** | |  | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Concentration used** | | | | |  |  |
| **Antibody** | **Company** | **IF** | | | **WB** | |  |  |
| αSMA | Sigma-Aldrich | 1: 500 | | | 1:1000 | |  |  |
| SM22α | Abcam | 1: 500 | | | 1:500 | |  |  |
| Calponin | Sigma-Aldrich | 1: 500 | | | NA | |  |  |
| SM-MHC | Sigma-Aldrich | 1: 500 | | | NA | |  |  |
| BAF60c | Santacruz | NA | | | 1:200 | |  |  |
| GFP | Clontech | 1:50 | | |  | |  |  |
| SMAD3 | Cell Signaling |  | | | 1:500 | |  |  |
| p-SMAD3 | Acris Antibodies |  | | | 1:500 | |  |  |
| β-ACTIN | Cell Signaling | NA | | | 1:1000 | |  |  |
| β-TUBULIN | Sigma Aldrich | NA | | | 1:1000 | |  |  |
|  |  |  | | |  | |  |  |
|  | **Isotype** |  | | |  | |  |  |
|  |  |  | | |  | |  |  |
| Rabbit IgG | BD bioscience |  | | |  | |  |  |
| mouse IgG1a | Sigma-Aldrich |  | | |  | |  |  |
| Mouse IgG2a | Sigma-Aldrich |  | | |  | |  |  |
| Goat IgG | Jackson labs |  | | |  | |  |  |
|  |  |  | | |  | |  |  |
|  | **Secondary Antibodies** | | |  | |  | | |
|  |  | | |  | |  | | |
| Alexa -488 Rabbit Anti-Goat | Molecular probes | 1:500 | | |  | |  |  |
| Alexa -488 Donkey Anti-mouse | Molecular probes | 1:500 | | |  | |  |  |
| Alexa -555 Donkey Anti-mouse | Molecular probes | 1:500 | | |  | |  |  |
| Alexa -488 Donkey Anti-Rabbit | Molecular probes | 1:500 | | |  | |  |  |
| Hoechst/DAPI | Molecular probes | 1:1000 | | |  | |  |  |
| Rabbit Anti-mouse-Hrp | Dako |  | | | 1:2000 | |  |  |
| Donkey Anit-Rabbit-Hrp | Santacruz |  | | | 1:5000 | |  |  |
| Donkey Anti-Goat-Hrp | Santacruz |  | | | 1:5000 | |  |  |
|  |  |  | | |  | |  |  |

# Supplementary material for: TGFβ1-Induced Baf60c Regulates both Smooth Muscle Cell Commitment and Quiescence
**Source:** PLoS One. 2012 Oct 26;7(10):e47629. doi: 10.1371/journal.pone.0047629
**Supplement:** Supporting Information S3 — Additional materials and methods.

**ADDITIONAL MATERIALS AND METHODS**

**Microarray Processing**

As described in the main text, the cells were harvested appropriately and mRNA was isolated using the Qiagen microRNA kit (Qiagen, CA, USA). Further processing was done by microarray facility at the KULeuven as follows:

*Labeling*: RNA concentration and purity were determined spectrophotometrically using the Nanodrop ND-1000 (Nanodrop Technologies, DE, USA) and RNA integrity was assessed using a Bioanalyser 2100 (Agilent, CA, USA). 1µg of total RNA from each sample was spiked with 10 viral polyA transcript controls (Agilent) and was converted to double stranded cDNA in a reverse transcription reaction. Subsequently the sample was converted to antisense cRNA, amplified and labeled with Cyanine 3-CTP (Cy3) in an *in vitro* transcription reaction according to the manufacturer’s protocol (Agilent).

*Hybridization:* Purified and labeled cRNA (28 pmol of Cy3 labeled cRNA) was hybridised on Agilent's Whole Rat Genome 4x44K arrays followed by (manual) washing, according to the manufacturer’s procedures*.*

*Scanning*: To assess the raw probe signal intensities, arrays were scanned using the Agilent DNA MicroArray Scanner with surescan High-Resolution Technology and probe signals were quantified using Agilent’s Feature Extraction software (version 10.1.1.1)

*Normalization*: The analysis is based on the expression values as obtained from the Agilent Feature Extraction (FE) Software version 10.1.1.1 (i.e., feature gProcessedSignal for the Cy3 signal). A quantile normalization was carried out on the log2 transformed gProcessedSignal values in order to normalize the intensities between each array. After this normalization step, the signal distribution of all probes on the array will be equal for each hybridization. The normalized intensity values were used for further analysis. The total number of features on the array is 45,018, of which 43,379 represent probes which measure gene expression. The other features are Agilent controls, which were removed prior to analysis.

The raw data can be accessed at the following temporary link: <http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=htmzfwuewkwqadm&acc=GSE32990>

**Identification of differentially expressed probes**

The mean value for replicate probes with the same Agilent identifier on each array has been calculated. Afterwards, the three biological replicates at each time point have been averaged. In order to identify differentially expressed probes, i.e. probes whose expression profile exhibits significant expression changes over time, we relied on the selection method proposed by Di Camillo *et al.* The method calculates the area of the region bounded by the temporal profile of each probe and a control profile and compares it with the area distribution under the null hypothesis of no differential expression. In our case, the control profile for each probe was taken as a constant profile with value equal to the probe expression at the first time point (d0). In order to build the area distribution under the null hypothesis, an empirical approach is followed in which 50,000 noisy profiles are built by randomly sampling from the distribution of differences between biological replicates and their area is calculated. The 99th percentile of the null hypothesis area distribution is then employed as threshold to identify differentially expressed profiles with a significance of 0.01.

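Applied here to each line on its own over all 41012 gene probes, with the replicate differences as they are, this threshold was an area of 6.75 log2 units times days in Cl19 and of 8.43 in 3c3. It selected 4540 probes in Cl19 and 1914 in 3c3. Drawing the noisy profiles anew 10 times gave between 1400 and 1455 probes selected in both lines. On simulated data, in which 200 of 24441 probes changed, the area method found 98 of the 104 probes with large changes and 101 of all changed probes, and it called 5 unchanged probes. The simulated noise was independent between probes and arrays, so that these counts do not carry over to the data.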

**Matrigel plug assay**

Matrigel plug assay was performed as previously described , 8-week old athymic nude Foxn1 mice (Jackson Laboratory, Bar Harbor, Maine, USA) were injected subcutaneously on the dorsal side with 1x106 cells re-suspended in 300µl cold growth factor-reduced Matrigel supplemented with 300ng/ml recombinant human VEGF165 and 700ng/ml recombinant human-bFGF (R&D Systems). Matrigel was either mixed with GFP-labeled undifferentiated rMAPC or pre-differentiated rMAPC-SMCs and as a control, PBS, instead of cells, was added. After 3 weeks, mice were sacrificed for histological analysis of the Matrigel implants. Matrigel plugs were removed, photographed using a Zeiss Lumar dissection microscope and fixed overnight in zinc-paraformaldehyde. After rinsing, Matrigel plugs were processed for paraffin embedding. The plugs were then sectioned into 7μm sections. The de-paraffinized sections were rehydrated and stained with anti GFP antibody (to identify the eGFP-labeled rat cells). Antigen retrieval was done by incubation with trypsin and the GFP signal was revealed after amplification using the TSA-fluorescein kit. Furthermore, these sections were secondarily stained with anti-αSMA antibody to identify the smooth muscle cells. Immunofluorescence images for the entire section were taken as a mosaic and stitched to one image using an AxioImagerZ1 and associated Axiovision ver 4.8 software (both Zeiss). The entire section was analyzed and total number of vessels marked by αSMA was manually counted. Similarly total vessels marked by GFP+ and SMA+ double positive cells was counted. The ratio of double positive (GFP and SMA co-localized) to the total number of vessels was computed. Co-localized vessels per unit area of the section were computed to normalize the data for comparison between the two conditions (undifferentiated and pre-differentiated).

**References**:

1. Di Camillo B, Toffolo G, Nair SK, Greenlund LJ, Cobelli C (2007) Significance analysis of microarray transcript levels in time series experiments. BMC Bioinformatics 8 Suppl 1: S10.

2. Aranguren XL, Luttun A, Clavel C, Moreno C, Abizanda G, et al. (2007) In vitro and in vivo arterial differentiation of human multipotent adult progenitor cells. Blood 109: 2634-2642.

3. Roobrouck VD, Clavel C, Jacobs SA, Ulloa-Montoya F, Crippa S, et al. (2011) Differentiation potential of human postnatal mesenchymal stem cells, mesoangioblasts, and multipotent adult progenitor cells reflected in their transcriptome and partially influenced by the culture conditions. Stem Cells 29: 871-882.

How the deposited data were processed for this re-analysis (not part of the article)

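RNA of the rMAPC lines Cl19 and 3c3 was measured on d0, d2, d4 and d6 of differentiation with TGFβ1 and PDGF-BB, with 3 arrays per line and day, and RNA of primary SMCs on 2 arrays. Samples were grouped by line and day from their labels and the paper, which gave 9 groups.

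The authors labeled the RNA with Cy3, hybridized each sample to 1 Agilent Whole Rat Genome array and quantified it with Agilent Feature Extraction, and they deposited its intensity for each feature, which the software had already corrected for background and for trends over the array, with substitute values for dim features. The authors also deposited a series table of log2 values, and every value in it equals the log2 of the scanner intensity to within 5.2e-14. This table therefore does not include the quantile normalization that Supporting Information S3 describes, and that step was repeated here. Probe coordinates are those of the array's annotation on the rat assembly rn4.

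From the scanner intensities, the log2 values of the 43379 gene features were quantile-normalized over the 26 arrays, features flagged by the scanner software as non-uniform or as population outliers were left out after that, and features of the same probe were averaged (263 of 41012 probes were on several features). Supporting Information S3 names the normalization before the averaging, and this order was kept. A probe on several features counted as well above background unless most of them were not. Quantile normalization makes the distribution equal on every array, also on the dimmer primary SMC arrays, whose levels beside those of rMAPCs are thus relative. A change shared by most genes is removed, and dim probes keep small values with a large spread on the log2 scale. A named gene's change from d0 to d6 is therefore given as a bound where its probe was not well above background on every array of d0 or of d6. The tests of the difference between the lines and the alternatives use the fitted values of such probes.

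Changes were tested with limma 3.58.1 in R 4.3.3, in 1 fit over 26 arrays and 9 groups with Benjamini-Hochberg adjustment and a threshold of 0.05, on 24441 probes that were well above background on every array of at least 1 group. The fit gave the F-test over time in each line, the change from d0 to d6, and the test of the difference between the lines in that change. The area method followed Supporting Information S3, with 50000 noisy profiles and the percentile 99 of their areas as threshold. The paper's text does not name whether the replicate differences were scaled for the averaging of 3 replicates, and they were used unscaled. It also does not name the rule by which a probe counted as expressed in RAOSMCs. Python 3.11.15 read the scanner files and drew the figures.

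Gene lists for smooth muscle contractile, tight junction, pluripotency, mesendoderm, cardiogenesis and epithelial genes were written from general knowledge and tested with limma's camera with a preset correlation of 0.01 over 11921 genes, 1 probe per gene. These set tests used values with the outlier features kept, whereas the median and mean changes and the genes counted as higher or lower come from the fit without them. The gene lists are not those of the Ingenuity software. The tests, the gene lists, the alternatives and the rule for the genes named in the text were set before the data were examined, except where a choice is said to have been made later. The rule took every gene that the paper names from the arrays or as a smooth muscle gene, and the 5 probes with the largest rise and the 5 with the largest fall from d0 to d6 over both lines among probes with a gene symbol that were well above background on all d0 and d6 arrays and changed the same way in every replicate. A gene was measured by its probes in Table S1 or, where there was none, by its brightest probe. *Acta2* was not analysed here, and the result of another gene under this rule is not reported here.

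Probes were named through the accession in the scanner files (16327 probes), the NCBI gene number (1676), the gene name in the scanner files (3792) or the gene's description (3). Together these counts are slightly higher than the 21773 probes that received a symbol, and the cause was not examined. Of the 41012 probes, 21261 carried a RefSeq accession. A gene table of another rat assembly, GRCr8, was used for names only.

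Replicate numbers paired the arrays by slide, as the scanner files show, since the 4 days of a replicate of a line shared a slide. The deviations of arrays from their group means were correlated within slides, across probes, in 18 of 18 pairs of arrays by over 0.1 in 3c3, in 16 of 18 in Cl19 (lowest 0.06), and in 6 of 6 pairs of d0 with d6 (lowest 0.11). Arrays of different lines with the same number had a median correlation of 0.25. The 7 slides were scanned on 3 days, each with 1 line or the primary SMC arrays, and in both lines d0, d2, d4 and d6 lay at positions 1, 2, 3 and 4 of a slide.

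The alternatives were scaling by the 75th percentile, background correction by normexp with an offset of 50, the authors' log2 table, no filter on dim probes, a floor at each array's lowest signal well above background, the replicate number as a block, a fit per line, an intensity trend in limma, the methods' t-test, the mean over all probes of a gene, other null distributions for the area method, other rules for an expressed probe, other set tests, and leaving out each array in turn. Keeping the outlier features and leaving out the slide with the higher background were chosen after seeing the data. With the outlier features kept, the mean levels differed from those of Table S1 by at most 0.0587 log2 units, and without them the largest difference was in *Scnn1a* on d4 in 3c3, with 4.28 here and 6.54 in the paper's Table S1.

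The steps were tested on simulated data with 200 changed probes out of 24441. The simulated noise was independent between probes and between arrays, the values were not normalized, and far fewer probes changed than in the data. The numbers of false calls therefore do not carry over to the data. The F-test over time found 144 of the changed probes (72%) in each line, with 12 false calls in Cl19 and 6 in 3c3. In both lines at once 135 (67.5%) were found, with 0 false calls. For Cl19 on d6, 154 changed probes were found with 14 false calls. With no probe simulated to differ between the lines, 0 probes were called. The set test found the 1 changed list with 0 false calls, where lists in Cl19 that share genes with it were not counted.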

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

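The tests of the background, the scaling, the scan day, the direction, the size and the course of the changes, and of the share of undifferentiated cells, and the settings run on the difference of each gene, were chosen only after the result was seen. The test of the difference between the lines and the splits of the slides were chosen earlier.

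The change from d0 to d6 differed between Cl19 and 3c3 for 4263 of 24441 probes by limma's test of the difference, which the paper does not report. The change was larger in Cl19 for 2863 of these probes and larger in 3c3 for 1400. Over the 12765 probes changed on d6 in Cl19, the median ratio of the 3c3 change to the Cl19 change was 0.70, and over the 11791 changed in 3c3 the median ratio of the Cl19 change to the 3c3 change was 0.85. Choosing probes by 1 line lowers the ratio for the other, so that neither ratio measures a smaller response by itself. Over all tested probes the root mean square change was 1.75 in Cl19 and 1.37 in 3c3. The 6 slides of the lines were also split into 3 and 3 in another limma fit, on the d6 minus d0 change of each slide, in which the real split gave 4678 probes. Only the real split, 1 of 10, gave as many, and the largest count of another split was 0, or 944 at an unadjusted p under 0.05. The smallest share that 10 splits allow is 0.1, so that these splits alone do not exclude chance. The higher background of the slide of 3c3 replicate 3 is argued against as the whole cause, since 2728 probes were past the threshold without its 4 arrays, although this count is over 1.5 times lower and also rests on fewer arrays. The scaling is argued against as well, since the lowest count over the other scalings was 3963. A shift of a probe's signal that the arrays of a slide share cancels in these changes, since d0 and d6 of each replicate shared a slide and a scan day. A difference between scan days in the size of the changes stays open, since by their labels 0 scan days held arrays of both lines, so that for the sizes the line and the scan day cannot be told apart.

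A slower course in 3c3 could give smaller changes, and so could a difference between scan days that the arrays of a slide share, but neither would turn their direction. Of 3616 probes with 1 direction from d2 to d6 in each line, taken without the array labelled Cl19 day 2 replicate 1, and an adjusted p below 0.001 in both, 59 went in opposite directions in Cl19 and 3c3. The threshold of 0.001 allows at most 13.3 false calls over both lines, so that a slower course and such a difference between scan days are argued against for probes of this kind. At the threshold of 0.05, 223 of 7335 such probes (3.04%) went in opposite directions. For the other probes the tests do not decide. The d6 change in 3c3 had a root mean square difference of 1.17 log2 units from the Cl19 change on d2 without the array labelled Cl19 day 2 replicate 1 (1.13 with it), of 1.29 from that on d4 and of 1.55 from that on d6, but such differences grow with the size of the changes compared, and they were taken over the 12765 probes changed in Cl19 on d6. The correlations across the tested probes, which are not independent, were 0.67 (0.69 with that array), 0.72 and 0.70. A slower course and a smaller response in 3c3 cannot be told apart from these values. A biological difference between the independently isolated lines was not tested and stays open.

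Among the named genes, the difference between the lines was past the threshold for 7. The change in Cl19 minus that in 3c3 was -5.04 for *Pou5f1* (adjusted p = 0.0019 from limma), -2.27 for *Foxc1* (adjusted p = 0.0027), 0.89 for *Cnn1* (adjusted p = 0.024), -2.03 for *Gata4* (adjusted p = 0.0020), -1.84 for *Gata6* (adjusted p = 0.0025), -3.17 for *Upp1* (adjusted p = 1.5e-04) and -3.62 for *Ihh* (adjusted p = 1.6e-04). Under normexp the difference for *Pou5f1* was -0.58 (adjusted p = 0.58) and no longer past the threshold, and its level in Cl19 on d6 is only a limit. The *Foxc1* difference rests on limits in both lines. The *Cnn1* difference was lost without the slide with the higher background (adjusted p = 0.11), with the authors' log2 table (adjusted p = 0.066) and with scaling by the 75th percentile (adjusted p = 0.083). The differences of *Foxc1*, *Gata4*, *Gata6*, *Upp1* and *Ihh* were past the threshold in each setting run on them, which were the slide left out, the replicate block, the floor, the authors' log2 table, the 75th percentile and normexp. A difference between scan days in the size of the changes stays open for each of them, since by their labels 0 scan days held arrays of both lines and none of them changed in opposite directions in the lines.

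Undifferentiated cells left in the 3c3 cultures could explain why *Pou5f1* fell less in 3c3. A share of such cells would keep the level of every gene that differentiated cells lose at or above that share. *Pou5f1* retained 5.80% of its d0 level in 3c3. Over the 296 probes that fell by over 4 log2 units in Cl19, the median retained share in 3c3 was 22.6%, although these probes were chosen by their fall in Cl19, which raises the share in 3c3. Probes were counted as falling further in 3c3 than *Pou5f1* where the ranges of 2 standard errors to each side of both changes did not overlap. Only 3 probes did so, for *Prkar2b*, *Sh3gl3* and *Tcfap2e*, which were named after their values were seen. These values are too few to exclude such a share of cells, and a smaller fall of *Pou5f1* in each cell stays open too.

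*Upp1* and *Ihh* were among the probes with the largest falls in both lines, and they are not listed in Table S1. On d6 the change of *Upp1* was -7.28 in Cl19 and -4.10 in 3c3, and that of *Ihh* was -6.80 and -3.18 (adjusted p = 9.4e-12, 2.6e-08, 1.3e-10 and 3.2e-06 from limma), with every d6 array below every d0 array. The changes of the other 3 *Ihh* probes were -6.29, -6.63 and -6.24 in Cl19 and -2.89, -3.09 and -3.31 in 3c3. No biological explanation was tested for these falls.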

How the results depend on the processing

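The settings that kept the outlier features and left out the slide with the higher background were chosen only after the result was seen. The slide block planned for the limma fits equals the replicate block, because each slide held 1 replicate of 1 line, and was not run separately.

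Of 541 alternatives run on counts, 538 lay within 1.5 times the main count. The number of probes whose d6 change differed between the lines was 4263 and fell to 2728 without the slide with the higher background, which leaves 2 arrays per day in 3c3. The area method selected 1407 probes in both lines, 4150 with scaled replicate differences and 2219 with differences drawn at the probe's own intensity, and between 1064 and 1656 under the other alternatives. The cause was not tested. With each array left out in turn, the counts were 11854 to 13906 over time in Cl19, 10673 to 12714 in 3c3, 8473 to 9947 in both, 3510 to 4731 for the difference between the lines and 1335 to 1593 for the area method. Of the 550 probes of Table S1, 502 to 550 were past limma's threshold in both lines under the other alternatives. The count of these probes expressed in primary SMCs was 229, 324 with the rule of positive and significant, and 237 and 239 with 1 primary SMC array.

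The replicate block, which follows the pairing by slide, gave 16247 probes over time in Cl19, 15683 in 3c3 and 12592 in both, and 6007 for the difference between the lines. It put *Gapdh* in 3c3 past the threshold, with a change of -0.37 and an adjusted p of 0.026, and changed no other call of a change from d0 to d6 of a named gene or of a gene list. For the difference between the lines it put *Lefty2* past the threshold (4.51, adjusted p = 0.048 against 0.084) and *Myocd* (1.24, adjusted p = 0.046 against 0.063), the latter from levels not well above background. Besides the settings named for *Pou5f1*, *Cnn1* and *Foxj1*, normexp put the difference of *Cdkn2b* past it (3.03, adjusted p = 0.020 against 0.14) and the floor that of *Tex19.2* (-1.38, adjusted p = 0.045 against 0.086). The cause was not tested.

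Of 12 set tests over both lines, 9 were past the threshold in the main analysis and with each array left out in turn. With limma's fry, which does not compare a list with the other genes, all 12 were. This added pluripotency in Cl19 (FDR = 6.2e-07) and in 3c3 (FDR = 3.6e-04) and cardiogenesis in 3c3 (FDR = 4.8e-05). With a correlation estimated from the arrays, the lists of mesendoderm genes in Cl19 (FDR = 0.19) and 3c3 (FDR = 0.13) and of cardiogenesis genes in Cl19 (FDR = 0.062) were lost, and smooth muscle contractile, tight junction and epithelial genes stayed past it in both lines (FDR = 0.022). The cause was not tested.

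The 60 changes of named genes from d0 to d6, of which 52 were past the threshold, were recomputed under 2280 alternatives in all. Direction and side of the threshold were kept in 2254 of these. *Srf* in Cl19 lost the threshold with the 75th percentile (adjusted p = 0.15) and with the methods' t-test, and in 11 alternatives a change passed it in its own direction that had not, which concerned 4 changes, all in 3c3. The sign turned in 13 alternatives, and in 1 of these the main change was past the threshold. That was *Srf*, for which the mean over its probes gave -0.025 in Cl19 against 0.75 for its brightest probe, and -0.68 in 3c3 against 0.38, where the fall by the mean over its probes was past the threshold (adjusted p = 0.023) and the rise by its brightest probe was not. *Foxc2*, which did not change, gave 0.047 in 3c3 with the 75th percentile and 0.047 with normexp, and 0.36 with the authors' log2 table. *Myh11* gave 0.21 in Cl19 and 0.018 in 3c3 with the authors' log2 table. The cause was not tested. With each array left out in turn, *Foxc2* ranged from -0.052 to 0.16 in Cl19 and from -0.15 to 0.18 in 3c3, and *Gapdh* from -0.16 to 0.068 in Cl19. No change lost the threshold in this way, and 3 changes, all in 3c3, passed it in 4 such alternatives. These were *Myh11* without Cl19 day 2 replicate 2 (adjusted p = 0.046), *Srf* without Cl19 day 6 replicate 1 (adjusted p = 0.043) or replicate 2 (adjusted p = 0.046), and *Gapdh* without 3c3 day 6 replicate 1 (a change of -0.54, adjusted p = 0.022). *Gapdh* in 3c3 was also past it with the 75th percentile (-0.76), normexp (-0.41) and the authors' log2 table (-0.45), *Gata4* in 3c3 with the 75th percentile (-0.83) and with a fit per line, and *Srf* in 3c3 with a fit per line.

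*Myocd* and *Cnn2* were not well above background on every array of any day in either line, so that their changes from d0 to d6 were not among those recomputed. Bounds in place of changes are given for *Pou5f1* in Cl19, *Lhx1* in 3c3, and *Cited4*, *Foxc1* and *Zeb1* in both lines, where signal over background limits what the arrays can show. These bounds hold for the quantile-normalized values only. Normexp with an offset of 50 adds a constant to every signal and so makes the changes of dim probes smaller by its construction, and under it these changes were all smaller than their bounds, with -4.07 for *Pou5f1*, 2.63 for *Lhx1*, 3.24 and 2.15 for *Cited4* in Cl19 and 3c3, -2.58 and -1.72 for *Foxc1*, and -0.78 and -1.04 for *Zeb1*. All of them stayed past the threshold.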

Differences from the paper's values

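The limits taken from the areas of Table S1 were chosen only after the result was seen.

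The paper reports 550 probes selected in both lines by the area method, and the method as run here selected 1407. Every alternative set before the data were examined also differed from the paper's value by over 1.5 times, with 4150 probes for scaled replicate differences, 1563 for the signed area, 1656 with only detected probes, 1064 with the 75th percentile, 1250 with the authors' log2 table, 1183 with the floor, 2219 with differences drawn at the probe's own intensity, and 1335 to 1593 with each array left out in turn. None of them came within the paper's value. With limits on the area of 12.8 in Cl19 and 11.7 in 3c3, which are the smallest areas of the probes in Table S1 and were chosen after seeing the values, 550 probes were selected, and all 550 of them are in Table S1.

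The paper lists probes as also expressed in RAOSMCs. Of 336 probes on its list, 165 were well above background on both primary SMC arrays and 160 (47.6%) on neither, and 77 were positive and significant on neither. The primary SMC arrays were dimmer than the others, which can lower such counts. Among the named genes on the list, *Pou5f1*, *Eomes*, *Tmprss2*, *Tex19.2* and *Cd6* were well above background on 0 of the 2 arrays. Under the rule of positive and significant on both arrays *Pou5f1*, *Eomes* and *Cd6* counted as expressed, under the rule of a level at or above the median of all gene probes *Cd6* did, and *Tmprss2* and *Tex19.2* did under none of the rules.

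The paper's discussion describes *Baf60c* as not expressed in rMAPC lines that express *Oct4*. Its probe was well above background on all 3 d0 arrays of each line, with a mean level of 5.85 in Cl19 and 6.49 in 3c3, and it was far higher on d6 in both.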

Other observations

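The tests of the array labelled Cl19 day 2 replicate 1, of the *Myh11* probe and of the position on the slide, and the comparison with primary SMCs, were chosen only after the result was seen. The splits of the arrays were chosen earlier.

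The array labelled Cl19 day 2 replicate 1 stood apart from the other Cl19 arrays. An index was made from 70 probes that differed between the lines by over 2 log2 units on d0, d4 and d6, with values near 0 for 3c3 and near 1 for Cl19. On this array it was -0.15, within the range of the 3c3 arrays, -0.21 to 0.22, whereas the lowest value of the other Cl19 arrays was 0.58. Of 6 probes well above background on the Cl19 arrays of d0, d4 and d6 and on none of the 3c3 arrays, 0 were well above background on this array and 6 on each of the other Cl19 arrays of d2. These values are consistent with RNA of 3c3 under a Cl19 label, since the probes were chosen without d2. A slower course of this Cl19 culture is argued against, because the index of the other Cl19 arrays was at least 0.58 from d0 onward. An exchange of labels with a 3c3 array is argued against, because the highest index of a 3c3 array was 0.22. Poor quality is argued against, because 54.4% of its gene features were well above background, within the range of the other Cl19 arrays. What gave rise to such a label, and whether another culture or the same 3c3 RNA was used, stays open. If it held 3c3 RNA, the scan day of Cl19 would hold 1 array of 3c3, on d2, which does not measure a change from d0 to d6. The array does not enter the mean changes from d0 to d6, but it enters the spread estimated in the fit. Without it 12513 probes changed over time in 3c3 in place of 12224, and 4731 in place of 4263 differed between the lines. In Cl19 13087 probes changed over time without it, of which 12737 were among the 13275 found with it, and the area method selected 1514 probes in both lines.

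As to chance, the arrays of each line were split at random into 4 groups of 3. Of 100 splits, the real one included, 1 gave as many probes as the days did, for the probes changed over time in Cl19, in 3c3 and in both and for those of the area method, which gave 1447 probes in the draw used here. Chance is thus excluded for these counts. The largest count of another split was 5980 in Cl19, 1035 in 3c3, 5 in both and 587 for the area method. Among 100 splits that exchanged days only within slides, 1 again gave as many, and the largest other counts were 8213, 7529, 4553 and 378. The other splits mix the days unevenly and carry part of the difference between days. For the probes of Table S1 past limma's threshold 1 of 100 splits gave as many too, but these probes were chosen on the same arrays by day, so that their splits decide nothing, and another split within slides reached 537 of the 550. For d6 against d0, 1 of 10 splits, the real one, gave as many probes in Cl19 and 1 of 10 in 3c3. The real split gave 12765 probes in Cl19 and 11791 in 3c3, and the largest count of another split by limma was 0 and 2, or 2542 and 3412 at an unadjusted p under 0.05. The share from 10 splits is never below 0.1, so that these splits alone do not exclude chance for the d6 counts. For the gene lists, 3 of 10 splits in Cl19 and 7 of 10 in 3c3 put as many lists past the threshold. Each of the other splits sets more d6 arrays against fewer and so carries part of the difference between days, which can put the same lists past the threshold, so that for the set tests these splits do not decide.

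The day of differentiation followed the position on the slide in both lines. A position that acts in the same way on every slide is argued against as the whole cause of the changes from d0 to d4, since the primary SMC arrays lay at the same positions, 1 and 3, and differed by over 1 log2 unit for 0.504% of 17078 probes well above background on both. Between d0 and d4 on the 6 slides of the lines this share was 17.4% to 30.3%. It is argued against for the 59 probes that went in opposite directions in the lines on d6 as well, since d0 and d6 lay at the same positions in both. The primary SMC arrays lay on 1 slide, with none at position 4, so that a part of the d6 changes shared by the lines that comes from the position stays open.

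Genes that the paper names for smooth muscle were examined on the arrays. *Tagln* (*Sm22α*) rose from d0 to d6 by 6.54 in Cl19 and by 5.95 in 3c3, *Cnn1* by 3.56 and 2.67, and *Smtn* by 2.38 in each (adjusted p = 1.9e-11, 8.9e-11, 3.4e-11, 2.0e-09, 8.4e-08 and 1.5e-07 from limma, in that order of genes and lines), with every d6 array above every d0 array. *Srf* rose by 0.75 in Cl19 (adjusted p = 0.0012) and by 0.38 in 3c3 (adjusted p = 0.077) by its brightest probe, while its other 2 probes went down in both lines. *Myocd* and *Cnn2* were not well above background on every array of any day, and *Myocd* was well above background on both primary SMC arrays. *Gata4* changed by -2.51 in Cl19 and -0.48 in 3c3, where it was not past the threshold (adjusted p = 0.21), and *Gata6* by -3.31 and -1.47. *Gapdh*, to which the paper's RT-qPCR values are relative, changed by -0.03 in Cl19 and -0.37 in 3c3 (adjusted p = 0.89 and 0.091).

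*Myh11* (*Sm-mhc*) changed by -0.23 in Cl19 and by -0.38 in 3c3 on d6 (adjusted p = 0.36 and 0.13 from limma), after a change of 1.03 and 0.91 on d4. A probe that does not detect its transcript is argued against as the explanation, since its level was 10.46 on the primary SMC arrays, against 5.36 in Cl19 and 5.49 in 3c3 on d6. With the authors' log2 table the d6 change was 0.21 in Cl19 and 0.02 in 3c3, so that its sign is open. No biological explanation was tested.

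A list of smooth muscle contractile genes (21 tested) rose as a set by camera in Cl19 (median change 2.38, mean 2.38, FDR = 1.4e-07) and 3c3 (median 1.75, mean 1.85, FDR = 3.7e-07), with 15 genes higher and 0 lower in Cl19 and 15 higher and 1 lower in 3c3. On both primary SMC arrays 21 of them were well above background, and 4 are in Table S1. A list of epithelial genes (29 tested) rose too, in Cl19 (median change 2.87, mean 3.15, FDR = 1.6e-10) and 3c3 (median 2.21, mean 2.50, FDR = 2.5e-10), with 25 higher and 1 lower in Cl19 and 20 higher and 0 lower in 3c3. Of these 29 genes, 11 were well above background on both primary SMC arrays, 27 on all Cl19 arrays and 26 on all 3c3 arrays of d0, and 8 are in Table S1. The paper does not report on epithelial genes. No explanation was tested for either list.

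Among the named probes with the largest rise were *Lefty2* (12.43 in Cl19 and 7.92 in 3c3), *Krt7* (10.93 and 7.99), *Tmprss2* (8.43 and 8.84), *Cdkn2b* (9.96 and 7.24) and *Spon2* (8.73 and 7.92). Besides *Upp1* and *Ihh*, those with the largest fall were *Tex19.2* (-6.26 and -4.88), *Cd6* (-6.59 and -4.30) and *Ifitm1* (-5.08 and -5.13). Of the probes changed on d6, 69.0% in Cl19 and 67.5% in 3c3 went in the direction that parts primary SMCs from d0 of the other line, and the correlation across the 24441 tested probes, which are not independent, was 0.36 and 0.26. The primary SMC arrays lie on a slide and a scan day of their own, so that their difference from the lines and a difference between scan days cannot be told apart.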
